# A lovastatin-elicited genetic program inhibits M2 macrophage polarization and enhances T cell infiltration into spontaneous mouse mammary tumors

**DOI:** 10.18632/oncotarget.1376

**Published:** 2013-10-26

**Authors:** Emilia Mira, Lorena Carmona-Rodríguez, Manuel Tardáguila, Iñigo Azcoitia, Alicia González-Martín, Luis Almonacid, Josefina Casas, Gemma Fabriás, Santos Mañes

**Keywords:** inflammation, tumor immunity, macrophage polarization, angiogenesis, vascular normalization, myeloid infiltration, lymphoid infiltration, statins

## Abstract

Beyond their ability to inhibit cholesterol biosynthesis, the statins have pleiotropic effects that include anti-inflammatory and immunomodulatory activities. Statins could have clinical utility, alone or in combination with other chemotherapeutics, in the treatment of cancer. The mechanisms that underlie the anti-tumor activity of the statins are nonetheless poorly defined. No studies have analyzed how they alter the tumor-associated leukocyte infiltrate, a central factor that influences tumor stroma and cancer evolution. Here we used *HER2/neu* transgenic (Tg-neu) mice to analyze the effect of lovastatin (Lov) on the inflammatory reaction of spontaneous mammary tumors. Lov treatment of tumor-bearing Tg-neu mice did not alter growth of established tumors, but significantly reduced the number of new oncogenic lesions in these mice. Moreover, Lov inhibited the growth of newly implanted Tg-neu tumors in immunocompetent but not in immunodeficient mice. We found that Lov enhanced tumor infiltration by effector T cells, and reduced the number of immunosuppressive and pro-angiogenic M2-like tumor-associated macrophages (TAM). Concomitantly, the drug improved the structure and function of the tumor vasculature, measured as enhanced tumor oxygenation and penetration of cytotoxic drugs. Microarray analysis identified a Lov-elicited genetic program in Tg-neu tumors that might explain these effects; we observed Lov-induced downregulation of placental growth factor, which triggers aberrant angiogenesis and M2-like TAM polarization. Our results identify a role for lovastatin in the shaping and re-education of the inflammatory infiltrate in tumors, with functional consequences in angiogenesis and antitumor immunity.

## INTRODUCTION

The progression or inhibition of a tumor is intimately linked to the integration of complex signals delivered from its microenvironment. Evidence indicates that immune cells in the tumor vicinity are major regulators of the outcome. Tumor infiltration by cells of the adaptive immune arm is associated with good prognosis in glioblastoma, colon and ovarian cancers [1-3]; in contrast, massive accumulation of cells of the innate immune system, particularly macrophages, is linked to poor prognosis [4-7]. Tumor-associated macrophages (TAM) nonetheless have contrasting activities, depending on their differentiation state. Progressing tumors skew TAM differentiation towards an alternatively activated (M2-like) state that induces angiogenesis and aids tumor cell evasion of antitumor immunity. In non-progressing or regressing tumors, however, TAM tend to a classic, pro-inflammatory (M1-like) program that promotes adaptive immune responses and tumor lysis [5, 6]. The ability to regulate the type of inflammatory infiltrate as well as its differentiation program is thus central to the way that inflammation affects tumor evolution.

Given the strong influence of inflammation on tumor biology, anti-inflammatory drugs are being screened for antitumor activity. The statins are a family of inhibitors of the 3-hydroxy-3-methylglutaryl coenzyme A (HMG-CoA) reductase enzyme, which converts acetyl-CoA into mevalonic acid. Since HMG-CoA reductase catalyzes the rate-limiting step in the mevalonate pathway of cholesterol biosynthesis in the liver, it was thought that the major clinical benefit of statins was to reduce cholesterol levels in the bloodstream [8]; statins are thus in wide clinical use for the prevention and treatment of cardiovascular disease [9]. Nonetheless, mevalonate is also the precursor of isoprenoid compounds, which are substrates for post-translational modification of many proteins involved in cell signaling. Blockade of isoprenoid synthesis might explain the pleiotropic effects reported for statins in extrahepatic tissues, including inhibition of pathogen infection as well as anti-inflammatory and immunomodulatory activities [10-15].

Many studies indicate that statins might also have anti-tumorigenic activity, including inhibition of angiogenesis [16, 17] and direct cytotoxicity of tumor cells [18-20]. Breast cancer cells bearing mutated p53 upregulate the mevalonate pathway to disrupt mammary acinar morphology and promote tumorigenesis, suggesting that statins can be useful for tumors with mutations in this suppressor gene [21]. Although these studies and some epidemiological analyses suggest a preventive role for statins in human cancer, randomized clinical trials indicate that statins are not potent anti-cancer agents in monotherapy-based regimes (reviewed in [22]). Statins can also potentiate other cytotoxic drugs [23-25], however, which prompted a number of ongoing phase I/II clinical trials to test whether statins improve chemotherapeutic effectiveness of other anti-cancer drugs in skin (NCT00966472), gastric (NCT01099085), prostate (NCT01220973), and breast cancers (NCT00354640) (http://www.clinicaltrials.gov). The mechanisms that underlie statin synergy with cytotoxic drugs are diverse and not fully known. Statins overcome tumor cell resistance to cytotoxic drugs by targeting multidrug resistance-associated proteins, and alleviate the secondary effects of chemotherapy in kidney and heart (reviewed in [25]). Recent evidence suggests that statins increase penetration of cytotoxic compounds into the tumor by regulating endothelial nitric oxide (NO) synthesis and oxidative stress; this in turn normalizes tumor blood vessel morphology, maturation and function [26]. Statins nonetheless induce pericyte apoptosis *in vitro* [27]; this apparent contradiction implies complexity in the way statins alter the tumor vasculature.

Although a major pleiotropic activity of statins is the regulation of immune and inflammatory responses, the relevance of these statin-mediated effects in cancer has not been studied in detail. Pravastatin was reported to downregulate expression of pro-inflammatory and pro-angiogenic factors, which correlated with tumor growth inhibition in syngeneic mice [17]. In experimental models of autoimmunity and chronic inflammation, statins provoke a shift in T cell polarization towards a Th2 phenotype, and increase regulatory T (Treg) cell differentiation and recruitment (reviewed in [14]. These activities could be thought to have a negative impact on the potential immune response to tumors, and thus promote oncogenesis and tumor progression. Whether statin treatment impairs immune function in tumor models has not been reported.

We administered the natural statin lovastatin (Lov) to transgenic FVB/N-Tg(MMTVneu) mice (Tg-neu), which overexpress the HER2/*neu* proto-oncogene and develop spontaneous mammary tumors. Compared to tumor graft models, in which implantation causes tissue damage and hence inflammation, Tg-neu tumors generate an inflammatory response that better resembles that of sporadic human tumors. Tg-neu mice develop an immune response to neu antigen, which is functionally suppressed as in human tumors [28]; the residual neu-specific T cell repertoire can be reactivated to restrict tumor growth [29]. We found that Lov treatment of tumor-bearing Tg-neu mice did not alter growth of established tumors, but significantly reduced the onset of new oncogenic lesions. Lov inhibited TAM polarization toward a pro-tumorigenic M2-like phenotype and increased T cell infiltration into the tumor. These changes paralleled the stabilization of tumor blood vessel structure; indeed, Lov treatment reduced tumor hypoxia and enhanced doxorubicin penetration into Tg-neu tumors. Expression profiling identified a genetic program elicited by Lov treatment in these tumors, which included downregulation of placental growth factor (PlGF), an inducer of vasculature abnormalization as well as M2-like TAM polarization in tumors [30]. These combined Lov activities might create a hostile inflammatory environment for the tumor, in which antitumor immunity dominates over immune evasion, explaining the reduced tumor multiplicity in Lov-treated Tg-neu mice.

## RESULTS

### Lovastatin treatment does not alter growth of established tumors but reduces appearance of new lesions

Transgenic FVB/N-Tg(MMTVneu) mice (Tg-neu), which overexpress the *neu* protoncogene in the mammary gland and develop spontaneous mammary tumors, were randomly assigned for treatment with vehicle (Vhcl) or Lov as soon as lumps were detected by palpation (Fig. 1A). The Lov dose used (10 mg/Kg every 3 days, i.p.) is comparable to that for humans treated with 40 mg/day [31].

**Figure 1:**
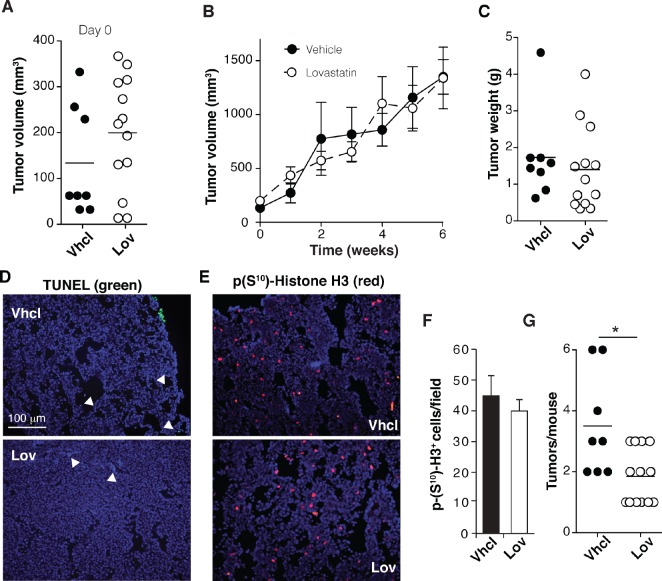
Lovastatin reduces tumor multiplicity in Tg-neu mice Tg-neu mice were assigned for Vhcl or Lov treatment after lump detection (*n* = 8, Vhcl; *n* = 11, Lov). (A) Volume of individual tumors at treatment onset. (B) Growth kinetics of primary Tg-neu tumors in Vhcl- or Lov-treated mice. (C) Weight of each initial tumor after sacrifice. (D, E) Representative images of sections from the initial tumor, stained for TUNEL (D) and p-H3^+^ (E); bar = 100 µm. (F) Quantification of images in *E* (*n* = 15 sections from 5 tumors/group; p = 0.35, Mann-Whitney test). (G) Tumor number for each mouse. *p <0.05, two-tailed Student's *t*-test.

In this model, Lov injection did not affect growth kinetics of primary tumors (Fig. 1B) or their weight at endpoint (Fig. 1C) compared to Vhcl treatment. Immunohistochemical analysis showed no differences in the apoptotic cell fraction between Vhcl- and Lov-treated tumors (Fig. 1D; TUNEL^+^ cells/field, 0.37 ± 0.01 Vhcl vs. 0.29 ± 0.01 Lov, p = 0.7; *n* = 6/group). Although we generally noted a slight reduction in the proliferating cell fraction (phosphohistone H3; p-H3^+^) in tumors from Lov-treated mice, these differences were not significant (Fig. 1E, F; p = 0.5, *n* = 6/group). Macroscopic lung metastases were not detected in these mice.

Tg-neu-treated mice initially developed focal adenocarcinomas; multifocal lesions nonetheless appeared at longer latency periods. Although Lov treatment did not impair growth of the primary tumor, it significantly reduced tumor multiplicity (mean number of affected glands/mouse) compared to controls (Fig. 1G). At 6 weeks after initial lump detection, 100% of Vhcl-treated mice showed tumors in at least two mammary glands and 25% developed tumors in up to six; in contrast, 46% of Lov-treated mice had only one affected mammary gland, with a maximum of lesions in three glands (30% of the mice). Treatment of sporadic mammary tumors with high/medium Lov doses thus did not reduce tumor growth, but precluded promotion of new oncogenic lesions in the mammary gland.

### Lovastatin potentiates tumor chemotherapy by increasing drug delivery into tumors

Statins can enhance the activity of several cytotoxic drugs, including the anthracyclins [25]. We thus tested whether Lov intensified the chemotherapeutic activity of doxorubicin (Doxo) in mice with spontaneous Tg-neu mammary tumors. Tg-neu tumors treated with a suboptimal Doxo dose (0.5 mg/Kg, twice weekly) or with Lov alone showed rapid growth despite treatment (Fig. 2A). Co-administration of Doxo (0.5 mg/Kg) + Lov significantly inhibited tumor growth at levels comparable to those found after 2.5 mg/Kg Doxo administration (Fig. 2A). In addition, Doxo+Lov treatment significantly reduced tumor multiplicity in Tg-neu mice (Fig. 2B).

**Figure 2:**
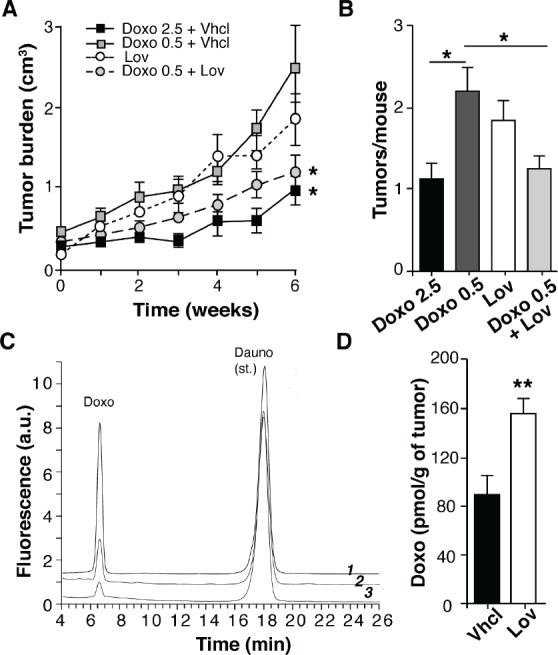
Lovastatin improves doxorubicin chemotherapy in Tg-neu mice (A) Growth kinetics of spontaneous Tg-neu tumors treated with Lov, Doxo+Vhcl or Doxo+Lov (*n* = 10/group; *, significant differences with the Doxo 0.5+Vhcl-treated group (p <0.05, repeated measures ANOVA with Dunnett post-test). (B) Mean tumor number in mice from *A* (p <0.05, one-way ANOVA with Dunnet post-test). (C) HPLC-FD profiles of a tissue extract containing Doxo and daunorubicin standards (*1*), and representative tumor samples from mice treated with 0.5 mg/Kg Doxo+Lov (*2*) or Doxo+Vhcl (*3*). (D) Doxo quantification in samples from *C* (*n* = 6; **p <0.01 Mann-Whitney test).

The Lov-induced enhancement of Doxo chemotherapeutic activity might be due to potentiation of Doxo cytotoxic activity or to increased Doxo perfusion into the tumor parenchyma. To explore the latter hypothesis, we used high-performance liquid chromatography coupled with fluorescence detection (HPLC-FD) to analyze Doxo levels in extracts of tumors treated with Doxo (0.5 mg/Kg) +Vhcl or +Lov, using daunorubicin as an internal standard (Fig. 2C). Compared to Vhcl treatment, Lov co-administration significantly enhanced Doxo levels in tumors (Fig. 2D). Lov thus increased chemotherapy efficiency by improving delivery of this drug into the tumor.

### Lovastatin restores correct structure to tumor vasculature

Improved drug perfusion into tumors is associated with changes in tumor blood vessel structure and function; we thus tested whether Lov treatment affected angiogenesis in our model. Histochemical analysis showed clear differences in the number and morphology of CD31^+^ tumor blood vessels after Lov treatment (Fig. 3A). Vessels in Vhcl-treated tumors were less abundant (Fig. 3B) and their diameter was heterogeneous (Fig. 3C) compared to those in Lov-treated tumors, which were longer and thinner (Fig. 3C). Reduced vessel diameter in Lov-treated tumors compared to controls was also observed by scanning electron microscopy (SEM) (Fig. 3D, E). Ultrastructural analysis of Vhcl-treated tumors showed many of the phenotypic abnormalities of endothelial cells (EC) described in other tumor models, including irregular borders and discontinuities or gaps in the EC layer (Fig. 3F, G), which suggests EC hyperactivity. This contrasted with the regular, continuous, tightly packed EC in Lov-treated tumors (Fig. 3H, I), which lend an appearance of “smoothness” to the vessel lumen.

**Figure 3:**
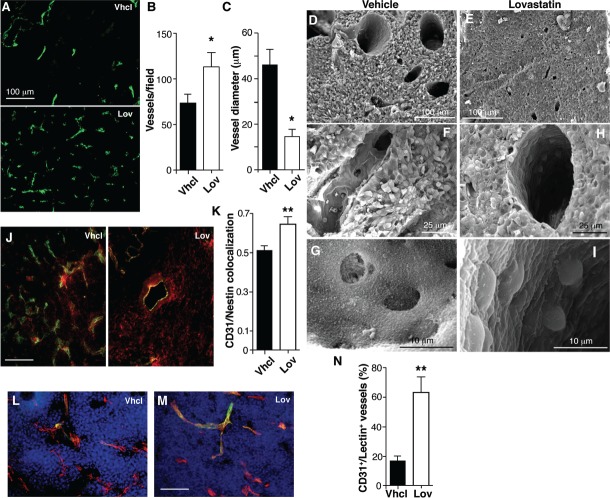
Lovastatin regulates Tg-neu tumor vascular phenotype (A) Anti-CD31 antibody staining of blood vessels in Vhcl- and Lov-treated tumors. (B,C) Quantification of vessel density and diameter from images as in *A* (*n* ≥10 slices from each of 4 tumors/condition). (D-I) Blood vessel ultrastructure in tumors from Vhcl- (*D, F, G*) and Lov-treated (*E, H, I*) mice. (J) Pericyte coverage of vessels (CD31^+^, green), detected by nestin staining (red) in Vhcl- and Lov-treated tumors; yellow, double-stained area. (K) Quantification of nestin and CD31 colocalization in *J*. (L,M) FITC-lectin-perfused Vhcl- (*L*) and Lov-treated (*M*) mice, co-stained for CD31. (N) Quantification of CD31^+^/lectin^+^ vessels in *L* and *M*. In all cases, *n* ≥30 from at least 3 tumors/condition. *B, C*, *K*, *N*: *p <0.05, **p<0.01 two-tailed Student's *t*-test.

### Lovastatin increases pericyte coverage and tumor perfusion

Morphological irregularities in EC are often associated to poor coverage by mural cells [32]. Staining for CD31 and the intermediate filament nestin showed that Lov treatment significantly enhanced mural cell coverage (Fig. 3J, K). Analysis of tumor sections from mice perfused with FITC-lectin showed that Lov treatment also increased the percentage of vessels that double-stained for lectin and CD31 compared to controls (Fig. 3L-N). Lov treatment therefore improved tumor perfusion, probably by increasing vessel stability and maturation.

### Lovastatin improves tumor oxygenation

Enhanced perfusion and increased blood vessel number should improve oxygenation of Lov-treated tumors. Hematoxylin/eosin staining showed that tumors from Vhcl-treated mice had large necrotic areas, which were not observed in those treated with Lov (Fig. 4A). Necrotic regions also showed enhanced autofluorescence (Fig. 4A); the extension of these fluorescent areas was significantly smaller in Lov-treated tumors (Fig. 4B). “Blood lakes”, which are associated with impaired vessel function and oxygenation [33], were usually found near the necrotic areas (Fig. 4A, arrowheads).

**Figure 4:**
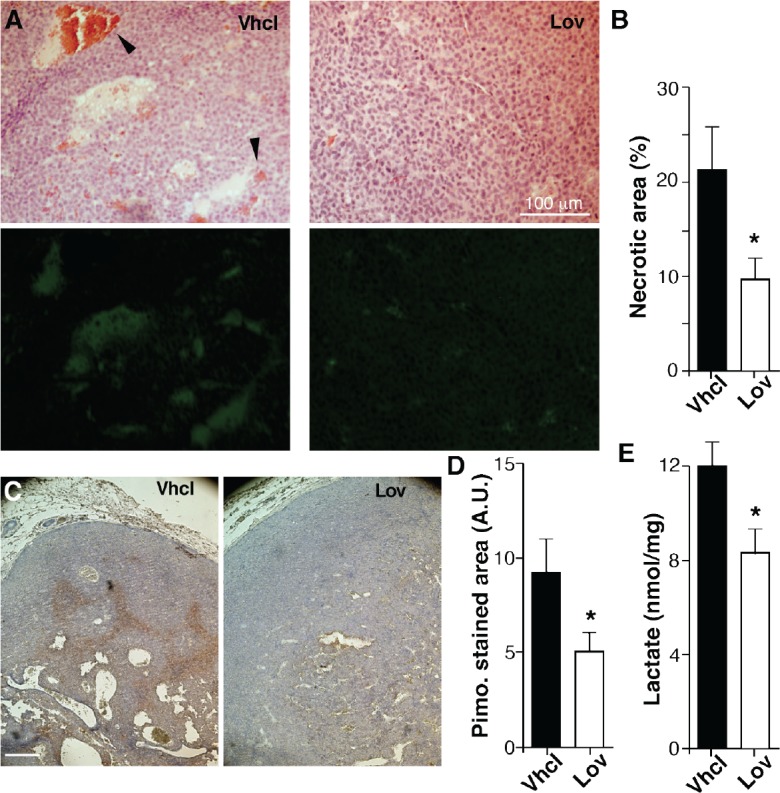
Lovastatin improves Tg-neu tumor oxygenation (A) Histological sections of necrotic areas in Vhcl- and Lov-treated tumors, hematoxylin/eosin-stained (top) or analyzed for autofluorescence (bottom). Arrowheads indicate “blood lakes”. (B) Quantification of necrotic areas in *A*. (C) Pimonidazole staining to detect hypoxic areas. (D) Quantification of pimonidizole-stained area in the sections in *C*. *B, D*: *(n* ≥5 sections from at least four distinct tumors/group; *p <0.05; Mann-Whitney test). (E) Lactate concentration in Vhcl- and Lov-treated tumors (*n* = 5 tumors/group; *p < 0.05, two-tailed Student's *t*-test).

To further study tumor oxygenation, Vhcl- and Lov-treated mice received injections of the hypoxia marker pimonidazole (Fig. 4C). Pimonidazole-stained areas were larger (Fig. 4D) and more intensely labeled (not shown) in size-matched tumors from Vhcl- compared to Lov-treated mice. Consistent with enhanced tumor oxygenation, Lov treatment significantly reduced lactate levels (Fig. 4E), whose accumulation is linked to glycolytic metabolism in hypoxic tissues (Warburg effect). Lov treatment thus enhanced oxygenation of spontaneous mammary tumors in Tg-neu mice.

### Lovastatin downregulates PlGF expression in mammary tumors

To identify unique gene expression signatures responsible for Lov-induced vascular changes, we performed microarray analyses with mRNA isolated from tumors of Vhcl- and Lov-treated mice (*n* = 5/group). 

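Each array held the RNA of 1 whole tumor, so tumor cells, vessels and infiltrating leukocytes were measured together in 5 Vhcl-treated tumors (A45, A49, A54, A59 and AB11) and 5 Lov-treated tumors (A19, A48, A50, A55 and AB10). Lovastatin inhibits HMG-CoA reductase, the rate-limiting enzyme of the mevalonate pathway. The methods give a dose of 10 mg/kg, 3 times per week for 6 weeks, and the results text gives the same dose once per interval of 3 days. The deposited labels assign the control tumors to vehicle, although a free-text field of theirs calls them untreated. The arrays were Affymetrix whole-genome mouse GeneChips, on which a transcript is read by 1 or more probe sets near its 3' end. The authors had summarized and normalized the raw intensities by Robust Multi-array Analysis (RMA) and deposited log2 signals with 2 decimals. Here, 64 control probe sets were left out and the other 45037 probe sets were compared between the groups with limma's moderated test, with Benjamini-Hochberg adjustment over all of them. For a gene outside the tables of the paper, the probe set of highest mean signal stood for the gene, which can hide a probe set that behaves differently. The median log2 signal of an array was 5.00 ± 0.02 (SD, n = 5) in the Vhcl group and 5.02 ± 0.02 in the Lov group. Over all probe sets, Pearson's r between 2 arrays was 0.972 to 0.980 within the Vhcl group, 0.982 to 0.990 within the Lov group and 0.969 to 0.987 between the groups. On the first principal component, which held 23.0% of the variance, 4 Lov-treated tumors scored 18.8 to 32.3, whereas Lov A19 scored -15.8, within the range of the Vhcl-treated tumors (-65.3 to 7.80; exact permutation test between the groups, 2-sided p = 0.0317, n = 5 per group). The 3' minus 5' log2 signal of beta-actin, which grows as RNA degrades, was 1.03 ± 0.24 (SD, n = 5) in Vhcl-treated and 0.85 ± 0.20 in Lov-treated tumors (exact permutation test, 2-sided p = 0.206). The number of arrays limits the precision of each difference given here.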

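The largest difference toward the Lov-treated tumors was that of Slc6a2, the noradrenaline transporter, whose log2 signal was 9.53 ± 1.06 (SD, n = 5) with Lov and 5.59 ± 2.11 with Vhcl, a 15.3-fold difference (log2 difference 3.94, standard error 0.88; limma, adjusted p = 0.879). Vhcl AB11 lay at 8.61, above Lov A50 (7.90), and the other Vhcl-treated tumors at 3.83 to 6.99. Npy, which encodes neuropeptide Y, a transmitter of sympathetic neurons, was 12.6-fold higher with Lov (10.69 ± 0.56 against 7.03 ± 1.39; standard error of the log2 difference 0.56; limma, adjusted p = 0.377). All 5 Lov-treated tumors had more Npy signal than all 5 Vhcl-treated tumors (exact permutation test, 2-sided p = 0.00794, the smallest that 5 tumors against 5 allow). Rdh12, a retinol dehydrogenase, was 5.78-fold higher and Slc35d3, a solute carrier family member, 3.93-fold higher. Tmem50b was 2.74-fold and Psd2 2.96-fold higher, and Psd2 also separated the groups completely. In total, 49 probe sets were at least 2-fold higher in Lov-treated tumors at an unadjusted p under 0.02 by limma, and 10 of these at an unadjusted p under 0.002. They included 37 different genes at the first threshold. These counts rested on single tumors. At the first threshold the count was 87 without Vhcl A54, 97 without Vhcl AB11 and 90 without Lov A19, but 21 without Vhcl A59, 30 without Lov A50 and 24 without Lov A55; at the second it was 41 without Vhcl AB11, 20 without Lov A19, 3 without Vhcl A59, 5 without Lov A48 and 5 without Lov A55.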

Genes showing a ±2-fold difference and a p-value <0.002 were considered to be differentially regulated by Lov. 

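Among the genes lower in Lov-treated tumors, several of the type I interferon response separated the groups completely. Other genes such as Lrrc40 and Gadd45a also did so, while the interferon-induced Mx1, Ifitm3 and Herc6 did not. Ifit3 and Ifit1, antiviral proteins that bind viral RNA, had log2 differences of -1.51 (standard error 0.21) and -1.29 (standard error 0.18), with all 5 Lov-treated tumors below all 5 Vhcl-treated tumors (exact permutation test, 2-sided p = 0.00794 for each; limma, adjusted p = 0.370 for each). Rsad2 (viperin), Usp18 and Ifi27l2a, also interferon-induced, were 3.14-fold, 3.04-fold and 3.55-fold lower with Lov. Chil1, a secreted chitinase-like protein, was 4.25-fold lower and Ero1a, an oxidase of the endoplasmic reticulum, 3.52-fold lower. The largest fold, 24.8, was that of the probe set that Table S2 lists as Dcpp1, a secretory protein of salivary gland. Its log2 signals were 10.88 ± 2.77 (SD, n = 5) with Vhcl and 6.25 ± 2.53 with Lov. Lov A19 lay at 10.63 and the other Lov-treated tumors at 4.35 to 5.96. Vhcl A54 lay at 6.84 and the other Vhcl-treated tumors at 9.58 to 13.40. That probe set matches several genes, and other salivary transcripts such as Amy1 (13.34), Bpifa2 (13.73) and Smr3a (13.56) had their highest log2 signals in Vhcl AB11 and their next highest in Vhcl A59 (6.90, 9.09 and 5.67). In total, 67 probe sets were at least 2-fold lower at an unadjusted p under 0.02 and 18 at an unadjusted p under 0.002. Of the 88 probe sets in Tables S1 and S2, 88 passed the first threshold in the direction the tables give, with log2 differences within 0.008 of the tables', and 21 passed the second. A further 28 probe sets outside the tables passed the first threshold, 10 of them higher and 18 lower. Of the 49 and 67 probe sets, 17 showed no overlap between the groups. Chance gives 0.794% among unselected probe sets, but these were selected for their difference in the same tumors, which raises the share. By limma, 0 of the 45037 probe sets passed an FDR of 0.25 or 0.05 (lowest adjusted p = 0.370). At an unadjusted p under 0.05 there were 2379, where chance gives 2252, with 1408 higher and 971 lower in Lov-treated tumors. The same test without moderation of the variance also gave 0 at either FDR, and at 0.25 limma gave 6 with a trended, robust prior and 17 with the tumor ID prefix as a covariate, which also gave 29 lower probe sets at an unadjusted p under 0.002. Without Vhcl AB11 the lower counts were 127 and 45, without Lov A19 116 and 51, without Vhcl A59 39 and 10, without Lov AB10 32 and 11, and without Lov A55 the second count was 8; 38 probe sets passed an FDR of 0.25 without Lov A19, 31 without Vhcl AB11 and 1 without Vhcl A54, which also passed 0.05.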

Based on these criteria, Lov treatment upregulated 39 (Table S1) and downregulated 49 genes (Table S2) compared to Vhcl; none of the differentially regulated genes were significant at a false discovery rate (FDR) <0.25. Based on their treatment-induced up- or downregulation or on biological significance, we selected 28 genes for assay by quantitative real-time (qRT)-PCR in a set of six independent tumors for each treatment condition (Table S1, S2); 75% of the upregulated and 95% of the downregulated genes were validated.

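Genes induced by type I interferon, which restrict viral replication, had lower signals in Lov-treated tumors and the lowest p of the gene lists by limma's camera test with its preset correlation. Of 33 measured interferon-stimulated genes, listed before the data were examined, 32 had a negative log2 difference, with a median of -0.63. At an unadjusted p under 0.05, 23 were lower and 0 higher. Xaf1, a pro-apoptotic factor, was lower by 0.99 on the log2 scale (standard error 0.21), Oasl2, a member of the oligoadenylate synthetase family, by 0.84 (standard error 0.20), and Irf7, the transcription factor that amplifies interferon production, by 0.83 (standard error 0.23). The GTPase Mx1 was lower by 1.33 (standard error 0.33). None of the 33 passed an FDR of 0.05 over all probe sets, and 19 did when adjusted over the list alone. Because 9 of them stand in Table S2, the list was chosen in part on these tumors and is not independent evidence of its direction. The other 24 members alone also passed limma's camera test with the preset correlation (median -0.41, adjusted p = 1.11e-16). The list as a whole was shifted by limma's camera test (adjusted p = 7.06e-32 over 36 lists, preset correlation between genes of 0.01; adjusted p = 0.115 with an estimated correlation). The mean standardized score of the list was lower in all 5 Lov-treated tumors than in any Vhcl-treated tumor (exact permutation test, 2-sided p = 0.00794, adjusted p = 0.143 over the lists). Of the 36 lists of pathways and cell types, camera placed 10 lower and 1 higher in Lov-treated tumors at an adjusted p under 0.05, and 0 remained at that level with an estimated correlation (lowest adjusted p = 0.115). The ontology terms themselves were not recomputed, since no ontology table was used here.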

Gene ontology analysis of differentially regulated transcripts predicted a number of biological processes significantly altered by Lov treatment (Fig. 5A, B; FDR <0.05). Lov-affected processes included oxidation/reduction, which concurs with the changes in tumor oxygenation, metabolism, including the downregulation of the glycolytic enzyme 6-phosphofructokinase/fructose-2,6-bisphosphate (*pfkfb3*) gene, as well as the downmodulation of positive regulators of angiogenesis. 

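Genes induced by hypoxia had lower mean standardized scores in 4 of the 5 Lov-treated tumors than in any Vhcl-treated tumor. Genes of glycolysis had lower scores in all 5, by a narrow margin for Lov A19 (-0.02, against -0.01 in Vhcl AB11). Of 31 measured hypoxia-inducible genes, 30 had a negative log2 difference (median -0.53), and 16 were lower and 0 higher at an unadjusted p under 0.05. Ndrg1, a stress-induced gene, was lower by 1.84 on the log2 scale (standard error 0.41), and Bnip3, a mitochondrial protein of mitophagy, by 1.17 (standard error 0.27). Of 21 genes of glycolysis and lactate transport, 17 had a negative difference (median -0.38) and 11 were lower at an unadjusted p under 0.05. Among these were Tpi1, triosephosphate isomerase (-0.94, standard error 0.23), Pfkp, the platelet form of phosphofructokinase (-0.75, standard error 0.21), and Slc16a1, the lactate transporter MCT1 (-1.49, standard error 0.40). Pfkfb3, whose product raises the level of the allosteric activator of phosphofructokinase, had a log2 signal of 6.49 ± 0.68 (SD, n = 5) with Vhcl and 5.43 ± 0.63 with Lov (log2 difference -1.06, standard error 0.35; exact permutation test, 2-sided p = 0.0476). The 2-fold threshold was missed by Pfkfb3 without Vhcl A49 (-0.85), Vhcl A59 (-0.90), Lov A50 (-0.91), Lov A55 (-0.98) or Lov AB10 (-0.996), and by the mean of all its probe sets (-0.52). None of the hypoxia or glycolysis genes passed an FDR of 0.05 over all probe sets, but 11 and 7 did when adjusted over the list alone. By camera the adjusted p was 8.70e-18 for hypoxia-inducible genes and 2.69e-08 for glycolysis, against adjusted p = 0.322 and adjusted p = 0.115 with an estimated correlation. Table S2 holds 5 members of the first list and 2 of the second, so neither is independent of the choice of genes on these tumors. Without these members both lists still passed limma's camera test with the preset correlation (adjusted p = 1.16e-12 and adjusted p = 2.89e-06). Among 25 oxidative stress genes the metallothionein Mt1 (-0.84), the glutathione transferases Gsta4 (-0.97) and Gstm2 (-1.94) and heme oxygenase Hmox1 (-1.40) were lower, and the extracellular superoxide dismutase Sod3 (1.62) higher, each at an unadjusted p under 0.05, with 0 past an FDR of 0.05 over all probe sets or when adjusted over the list alone. The list median was -0.14 (camera, adjusted p = 0.00132; adjusted p = 0.413 with an estimated correlation), and 3 members stand in Tables S1 and S2. Of 28 angiogenic factors and receptors, 14 had a positive and 14 a negative difference, and the list did not pass limma's camera test (adjusted p = 0.320; adjusted p = 0.00493 without Lov A19). The 3 members lower at an unadjusted p under 0.05 were the growth factor Pgf, the angiogenesis inhibitor Thbs1 (-0.39) and the receptor Flt1 (-0.39). The mean standardized score of the hypoxia list was 0.65 in Lov A19, within the Vhcl range of 0.15 to 1.08, and -1.20 to -0.33 in the other 4 Lov-treated tumors. The glycolysis score was lower in all 5 Lov-treated tumors (-0.02 or less) than in any Vhcl-treated tumor (-0.01 or more; exact permutation test, 2-sided p = 0.00794, adjusted p = 0.143 over the lists), with Lov A19 and Vhcl AB11 next to each other. A list of 23 proliferation genes was lower too (median log2 difference -0.31; limma's camera test, adjusted p = 5.36e-06; adjusted p = 0.674 with an estimated correlation). Among the affected processes, the paper relates oxidation/reduction to the changes in tumor oxygenation, and it also names metabolism, with a lower Pfkfb3, and a lowering of positive regulators of angiogenesis.

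**Figure D1:**
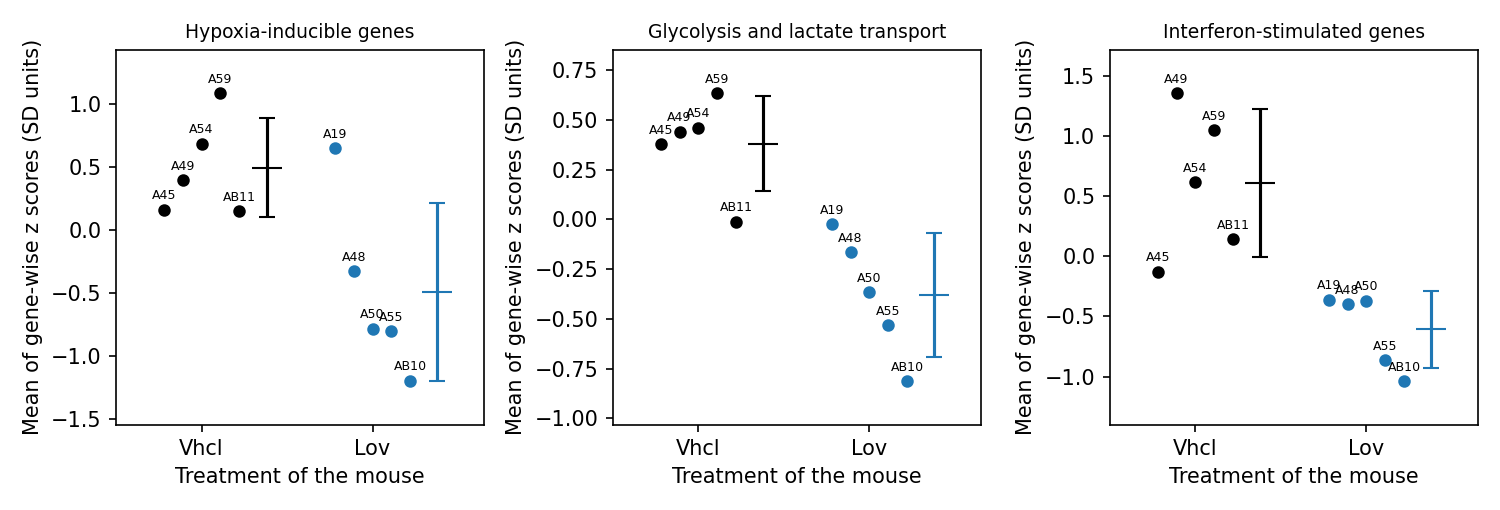
Mean standardized score (SD units, y axis) of hypoxia-inducible, glycolysis and interferon-stimulated genes in each of 5 Vhcl-treated and 5 Lov-treated tumors; points are tumors, and horizontal and vertical bars the group mean ± SD. Lov A19 lies at 0.65 for hypoxia-inducible genes, while the other Lov-treated tumors lie at -0.33 or lower.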

We found that Lov downregulated the placental growth factor (*plgf*) gene, whose elevation is associated with the abnormalization of tumor vessels [34]. 

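Placental growth factor, encoded by Pgf, is a ligand of VEGF receptor 1. Its log2 signal was 8.39 ± 0.58 (SD, n = 5) in Vhcl-treated and 6.93 ± 0.99 in Lov-treated tumors, a 2.75-fold lower level with Lov (log2 difference -1.46, standard error 0.43). Pgf was between 7.80 and 9.31 in the Vhcl-treated tumors and between 6.25 and 6.82 in 4 Lov-treated tumors, and at 8.66 in Lov A19. The difference was larger than the spread between tumors by an exact permutation test on this gene alone (2-sided p = 0.0397) but did not pass limma's test over all probe sets (adjusted p = 0.919). Leaving out 1 tumor at a time gave log2 differences from -1.89 (without Lov A19) to -1.23 (without Vhcl A59). Pgf passed a 2-fold difference at an unadjusted p under 0.02 in each of these, but not by the same test without moderation of the variance, nor with the beta-actin 3' minus 5' signal as a covariate (-1.18), a setting chosen after seeing the data.

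**Figure D2:**
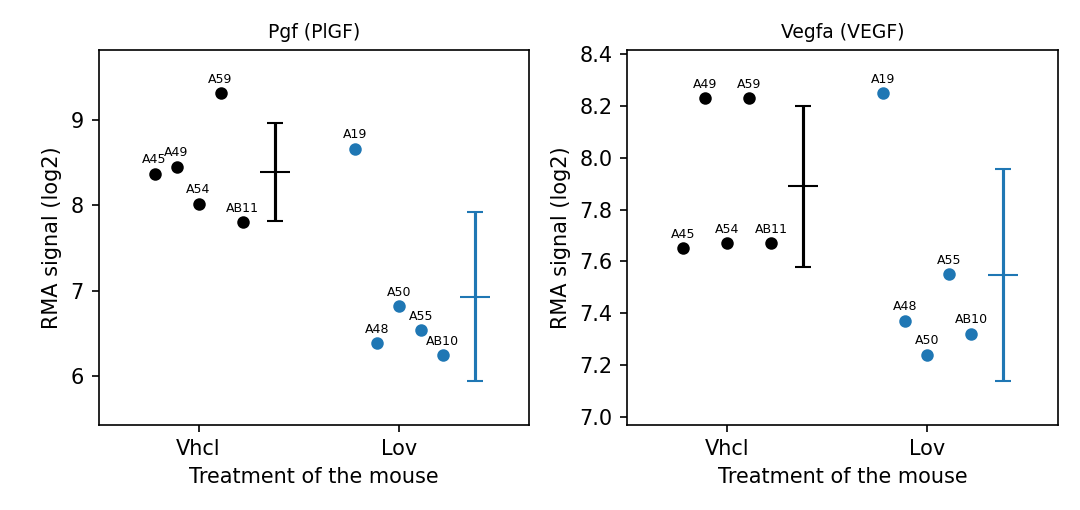
Log2 signal (y axis) of Pgf and, for comparison, Vegfa in each of 5 Vhcl-treated and 5 Lov-treated tumors; points are tumors, and horizontal and vertical bars the group mean ± SD. For Pgf, 4 Lov-treated tumors lie at 6.82 or lower and Lov A19 at 8.66. For Vegfa, 4 Lov-treated tumors lie at 7.24 to 7.55, below all Vhcl-treated tumors (7.65 to 8.23), and Lov A19 at 8.25. Vegfa means are 7.89 with Vhcl and 7.55 with Lov.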

Lov-induced downregulation of PlGF was validated at the mRNA (Table S2) and protein levels (Fig. 5C). VEGF mRNA levels were comparable in Vhcl- and Lov-treated tumors (Fig. 5D), suggesting that the Lov effect was specific for PlGF expression.

**Figure 5:**
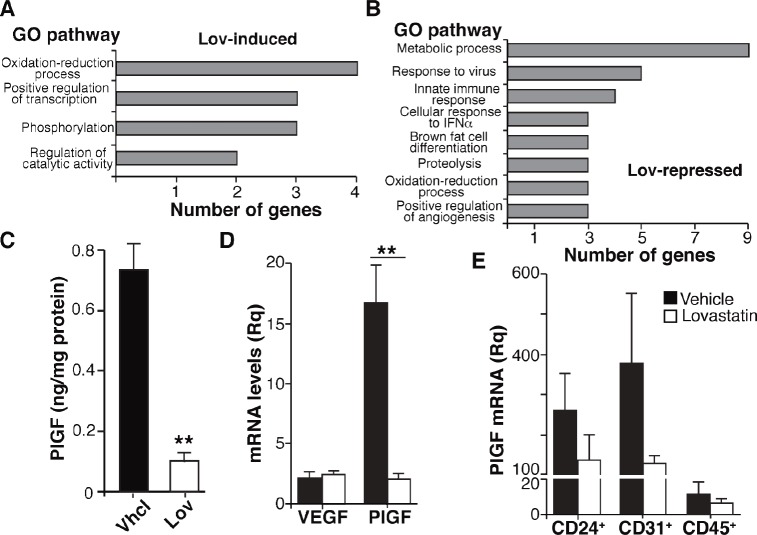
Lovastatin triggers a genetic program that targets angiogenesis, oxidative stress and inflammation (A,B) Main gene ontology processes significantly induced (*A*) or repressed (*B*) by Lov treatment (FDR <0.05). (C) PlGF levels in tumor extracts from Vhcl- or Lov-treated Tg-neu mice. Values show mean ± SEM of triplicates in one representative experiment of two (*n* = 6 tumors/group). (D) VEGF and PlGF mRNA levels in Vhcl- or Lov-treated Tg-neu tumors. Relative quantity was calculated using as reference the sample with the lowest VEGF or PlGF mRNA value. Mean ± SEM (*n* = 5). (E) PlGF mRNA quantification in CD24^+^, CD31^+^ and CD45^+^ cell populations isolated from Vhcl- or Lov-treated tumors (*n* = 4). *C*, *D*, ** p <0.01, two-tailed Student's t-test.

To further study the PlGF-producing cell types in the tumor parenchyma, we combined magnetic beads and FACS to isolate the three major cell populations in Tg-neu tumors, CD24^+^ tumor cells (luminal origin), CD31^+^ (endothelial cells) and CD45^+^ (hematopoietic cells). Lov treatment reduced PlGF mRNA levels in all three fractions (Fig. 5E), although this tendency was not statistically significant in any case. These results suggest that Lov downregulates PlGF by concerted inhibitory activity in the parenchymal and stromal compartments.

### Lovastatin shapes the inflammatory infiltrate towards an anti-tumor phenotype

Our results could explain the Lov effect on the tumor vasculature, but not the reduced tumor multiplicity associated with Lov treatment in Tg-neu mice (Fig. 1G). This prevention of tumorigenesis might be due to Lov-induced changes in inflammation and immune responses, two biological processes markedly affected by Lov treatment (Fig. 5B). 

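Genes of the acute-phase and innate immune response had lower signals with Lov. Of 28 measured members, 23 had a negative log2 difference (median -0.47), and 12 were lower and 1, the NF-kB inhibitor Nfkbia, higher at an unadjusted p under 0.05. Cebpd, a transcription factor induced by inflammatory cytokines, was lower by 1.44 on the log2 scale (standard error 0.36; 9.27 ± 0.55 with Vhcl and 7.83 ± 0.76 with Lov, SD, n = 5). Osmr, the oncostatin M receptor, was lower by 0.90 (standard error 0.30), and Saa3, an acute-phase protein, by 0.31 (standard error 0.11). None passed an FDR of 0.05 over all probe sets, and 8 did when adjusted over the list alone. The list passed camera (adjusted p = 1.32e-09; adjusted p = 0.413 with an estimated correlation), but 7 of its members stand in Table S2 and were thus chosen on these tumors. The other 21 members passed limma's camera test with the preset correlation too (median -0.29, adjusted p = 0.000641). The groups overlapped, as the list score of Vhcl A45 (-0.49) and Vhcl AB11 (-0.24) lay below that of Lov A19 (-0.03) and Lov A48 (-0.10; exact permutation test, 2-sided p = 0.0873). Among 31 genes induced by interferon gamma or used in antigen presentation, none of them in the tables, 7 were lower and 0 higher at an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone (0 over all probe sets). These were the GTPases Gbp3 (-0.97, standard error 0.21), Irgm1 (-0.69, standard error 0.18) and Irgm2 (-0.59, standard error 0.17), which act against intracellular pathogens. The class II histocompatibility genes H2-Aa (0.47, standard error 0.41) and H2-Ab1 (0.39, standard error 0.39) had no detected difference (unadjusted p above 0.05 for each). This list had a median of -0.07 and a camera adjusted p of 0.00750 (adjusted p = 0.708 with an estimated correlation), which became 0.732 without Vhcl A49.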

We used FACS to analyze infiltration of Vhcl- and Lov-treated tumors by T (CD3^+^) and B cells (CD19^+^), TAM (Mac3^+^), granulocytes (Gr1^+^), dendritic (DC, CD11c^+^), natural killer (NK1.1^+^) and NK T cells (NK1.1^+^/CD3^+^). Tg-neu tumors in control mice were massively infiltrated by TAM (~50% of CD45^+^ cells) and to a lesser extent by T lymphocytes (~30%; Fig. 6A). Lov treatment significantly enhanced infiltration of T cells compared to TAM (Fig. 6A), particularly CD8^+^ T cells (Fig. 6B); Treg cell numbers were nonetheless unchanged in Vhcl- and Lov-treated tumors, as determined by FoxP3 mRNA analysis (not shown). Staining of tumor sections confirmed a significant increase in CD3^+^ cell infiltration in Lov-treated tumors (Fig. 6C, D), which reversed the T cell/TAM ratio in Vhcl-treated controls (Fig. 6E).

**Figure 6:**
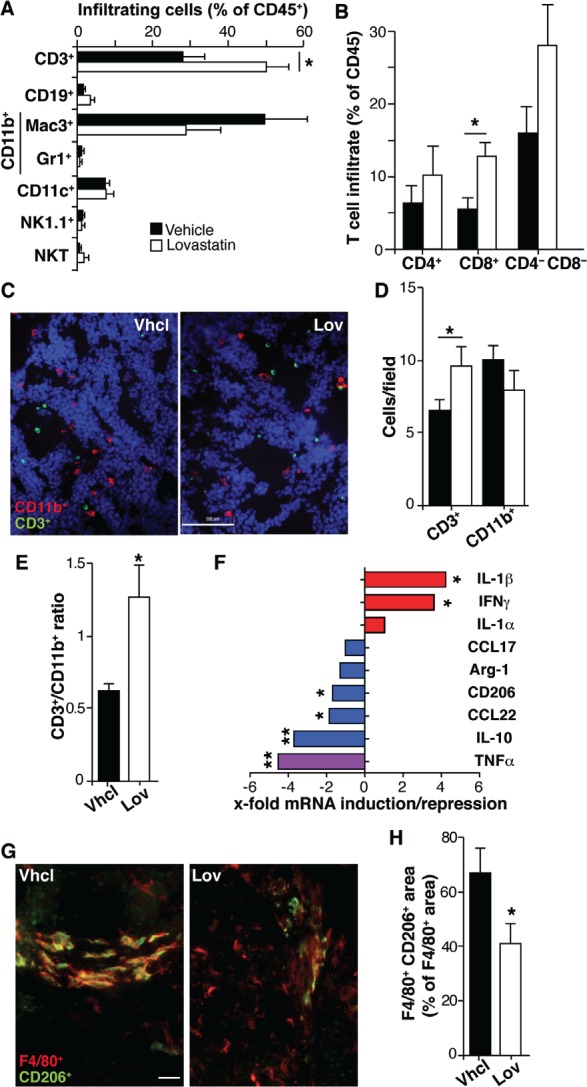
Lovastatin shapes the inflammatory infiltrate and reduces M2-like TAM polarization (A) Percentage of leukocyte subtypes that infiltrate Vhcl- and Lov-treated Tg-neu tumors. (B) Percentage of T lymphocyte subsets in tumors as in *A*. Mean ± SEM (*n* = 5 mice/condition). (C) Representative tumor sections stained for CD11b (myeloid cells, red) and CD3 (lymphoid cells, green); bar = 100 µm. (D) Quantification of myeloid and lymphoid cells from *C*. Mean ± SEM (*n* = 10 images from 2 tumors/group). (E) CD3^+^/CD11b^+^ cell ratio for *D*. (F) Lov-mediated induction or repression of mRNA for the indicated M1 (red) and M2 markers (blue) in isolated tumor-infiltrating CD45^+^ cells; the M1/M2 marker TNFα is indicated (violet). Values indicate the relative expression for Lov- and Vhcl-treated tumors, and represent the mean variation in mRNA expression from at least 4 tumors/group. (G) Representative sections from Tg-neu tumors in Vhcl- and Lov-treated mice, stained for the M2 marker CD206 (green) and the macrophage marker F4/80 (red); bar = 20 µm. (H) Quantification of M2-like TAM (F4/80^+^/CD206^+^) in images as in *G* (*n* = 20 images from 3 tumors/group). *B*, *D*, *E*, *F* and *H*, * p <0.05, **p<0.01, two-tailed Student's *t*-test.

PlGF skews TAM towards a protumor, proangiogenic M2-like phenotype, which triggers angiogenesis and suppresses T cell-mediated immunity [30]. Since Lov downregulated PlGF in our model (Fig. 5), this treatment might also inhibit M2-like TAM polarization. M2-like TAM have high levels of mannose receptor-1 (MRC1/CD206), arginase-1 (Arg1), IL-10 and chemokines CCL22 and CCL17, whereas anti-tumor M1-like TAM express high interferon (IFN)γ and IL-1α/β levels; TNFα marks both M1- and M2-polarized TAM [6].

Analyses of purified tumor-infiltrating CD45^+^ cells indicated that Lov treatment increased mRNA levels for M1 markers, which was statistically significant for IFNγ and IL-1β, whereas it downregulated M2-like markers (with significant differences for IL-10, CD206 and CCL22; Fig. 6F). Lov treatment also reduced TNFα mRNA, which concurs with the reduced TAM infiltration in these tumors (Fig. 6F). CD206^+^ TAM number was lower in sections from Lov-treated tumors than those from controls (Fig. 6G, H), again indicating that Lov treatment prevented TAM polarization to the M2-like phenotype. Lov treatment thus increased effector T cell infiltration and prevented tumor-mediated skewing of TAM, two factors associated with enhanced anti-tumor immunity.

### Lovastatin inhibits growth of newly formed tumors only in immunocompetent hosts

Although Lov elicits a genetic program that fosters antitumor immunity, this treatment did not affect growth kinetics of established Tg-neu tumors (Fig. 1B). Tumor multiplicity was nonetheless reduced (Fig. 1G), suggesting that Lov treatment prevents growth of newly-formed tumors. To mimic this condition, we generated tumors by injecting the syngeneic N202.1A mammary tumor cell line into Tg-neu mice, and Lov treatment was initiated the same day. In this model, Lov administration significantly inhibited tumor growth kinetics as well as final tumor weight (Fig. 7A, B). As for spontaneous mammary tumors, Lov enhanced T cell infiltration into N202.1A-induced tumors (Fig. 7C), thus increasing the CD3^+^ cell/TAM ratio in Lov- compared to Vhcl-treated tumors (Fig. 7D). N202.1A tumor growth kinetics was independent of Lov treatment when cells were implanted in immunodeficient RAG2^−/−^ mice (Fig. 7E). This links the adaptive immune system to Lov-mediated inhibition of N202.1A tumor growth.

**Figure 7:**
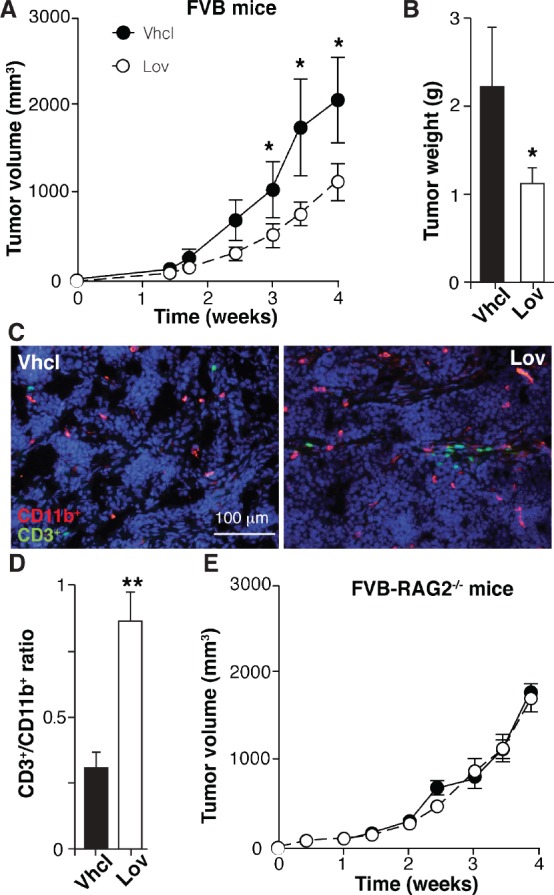
Lovastatin inhibits N202.1A tumor growth in immunocompetent but not in immunodeficient mice (A) Growth kinetics of N202.1A-induced tumors in immunocompetent Vhcl- or Lov-treated Tg-neu mice. (B) Weight of tumors in *A* after sacrifice. *A,B:* Values show mean ± SEM (*n* = 9 mice/group). (C) Representative sections from tumors in *A*, stained for CD11b (red) and CD3 (green). (D) CD3^+^/CD11b^+^ cell ratio in images as in *C* (*n* = 6 images/group). (E) Growth kinetics of N202.1A tumors implanted in immunodeficient Vhcl- or Lov-treated Rag2^−/−^ mice (*n* = 8 mice/group). *A*, *B*, *D*, * p <0.05, ** p<0.01, two-tailed Student's *t*-test.

## DISCUSSION

A tumor-associated inflammatory response boosts incipient neoplasia acquisition of several cancer hallmarks, including angiogenesis and evasion of the immune system [35]. This inflammation is incongruous, since the immune cells responsible for surveillance to prevent nascent tumor development are co-opted to promote them. Reprogramming the tumor-induced inflammatory reaction to “immunological killing” activity could thus present a barrier to tumor formation and progression. Our results indicate that lovastatin is able to induce such reprogramming in spontaneous mammary tumors in Tg-neu mice.

Based on studies of numerous acute and chronic inflammation models, the Lov-induced changes in antitumor immunity in Tg-neu mice were unanticipated. A general phenomenon in these models is the Lov-induced shift from Th1 to Th2 responses (reviewed in [14]), which leads to upregulation of immunosuppressive cytokines (such as IL-10) and downregulation of those with antiviral and antitumor activities (such as IFNγ). In Tg-neu mice, however, Lov triggered IL-10 downregulation and IFNg upregulation in CD45^+^ cells, suggesting a bias toward a Th1 antitumor response. Statins are also reported to reduce Th2 cytokine levels in several models of Th2-mediated inflammation [36, 37]. The statins thus appear to promote a shift in the dominant immune phenotype, from Th1 to Th2 in autoimmune and acute inflammatory conditions, and from Th2 to Th1 in Th2- and tumor-associated inflammation.

Another striking observation in our study was the distinct Lov effect on tumor infiltration by lymphoid and myeloid cells. A consistent result of *in vivo* statin treatment is a decrease in leukocyte infiltration into inflamed tissue, through mevalonate-dependent and -independent mechanisms [14]. In late-stage Tg-neu tumors, Lov treatment did not alter total numbers of tumor-associated leukocytes (not shown), but selectively enhanced infiltration of cytotoxic CD8^+^ and to a lesser extent, of CD4^+^ and double-negative T cells. Lov also induced a consistent, although not significant, reduction of TAM infiltration into tumors; the mechanism that underlies this differential Lov effect on leukocyte infiltration requires further research. Some Lov-targeted molecules involved in transendothelial migration, including certain selectins and leukocyte integrins, participate in lymphoid and myeloid cell diapedesis [38]. Lov might also alter the expression of chemoattractants implicated in the specific infiltration of myeloid or lymphoid cells; for instance, Lov enhances specific infiltration of Treg cells into inflamed footpads by upregulating CCL1 expression in endothelial cells [31] as well as macrophage emigration from atherosclerotic plaques by upregulating CCR7 [39]. Expression profiling in whole tumors showed no Lov-regulated chemokines (Suppl. Table S1, S2). 

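Chemokine genes differed little between the groups. Of 35 measured chemokines, 0 passed a 2-fold difference at an unadjusted p under 0.02, and 3 were lower with Lov at an unadjusted p under 0.05. These were Cxcl10, an interferon-induced attractant of activated T cells (5.47 ± 0.44 with Vhcl and 4.87 ± 0.14 with Lov on the log2 scale, SD, n = 5), and the myeloid attractants Ccl12 (log2 difference -0.44, standard error 0.14) and Ccl9 (-0.89, standard error 0.38). The Treg attractant Ccl22 had a log2 difference of 0.05 (standard error 0.12) and Ccl17 of 0.11 (standard error 0.17), both smaller than their errors. Over all probe sets and over the list alone, 0 chemokines passed an FDR of 0.05. As a list they had a median log2 difference of -0.10 (camera, adjusted p = 0.0246; adjusted p = 0.422 with an estimated correlation). The call was lost without Vhcl A49 (0.0501), Vhcl A54 (0.0734), Vhcl AB11 (0.0605), Lov A48 (0.0626) or Lov A50 (0.119), and with the beta-actin 3' minus 5' signal as a covariate (0.402), which was chosen after seeing the data.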

In the CD45^+^ cell fraction, Lov induced downregulation of CCL22, an attractant for Treg cells [40]; however, we found no differences in FoxP3 mRNA levels between Lov- and Vhcl-treated tumors.

Parallel to Lov-induced enhancement of T cell infiltration, we identified a role for this statin in TAM polarization. Analysis of tumor-infiltrating CD45^+^ leukocytes showed consistent Lov-mediated upregulation of IFNγ and IL-1β (M1 markers) and downmodulation of IL-10, CD206 and CCL22 (M2 markers). Moreover, microarray analysis showed Lov-induced downregulation of chitinase 3-like 3 (*Chi3l3, Ym1*), a gene associated to M2 macrophages [41]. This shift in macrophage polarization in Tg-neu tumors contrasts with statin potentiation of alternative M2 macrophage activation in experimental glomerulonephritis models [42] and in the vascular wall of patients with aortic aneurysm [43]. 

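The gene named here is Chil3 in current nomenclature and encodes Ym1, a secreted chitinase-like protein. Its log2 signal was 3.09 ± 0.26 (SD, n = 5) in Vhcl-treated and 2.94 ± 0.13 in Lov-treated tumors (log2 difference -0.15, standard error 0.13; exact permutation test, 2-sided p = 0.341), near the lowest signal of an array, 2.17 to 2.25. Chil1 (Chi3l1), a related gene that Table S2 lists, had log2 signals of 11.42 ± 0.99 and 9.33 ± 1.16 (log2 difference -2.09, standard error 0.57; exact permutation test, 2-sided p = 0.0238; limma, adjusted p = 0.919). Among other markers of alternative activation, the lectin Clec10a was lower (-0.68, standard error 0.25) at an unadjusted p under 0.05, and the mannose receptor Mrc1 differed by -0.16 (standard error 0.24). Of 18 such markers, 0 passed an FDR of 0.05 over all probe sets or when adjusted over the list alone, and the list did not pass limma's camera test (median 0.04, mean -0.01, direction higher, adjusted p = 0.796).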

The Lov effect on the TAM phenotype is nonetheless atypical; Lov did not significantly alter IL-1α or IL-12 levels, which are associated with M1 polarization, or those of Arg-1 or CCL17, representative of the M2-like phenotype. It appears that Lov treatment does not cause full TAM reprogramming, but induces a specific genetic signature that reduces TAM differentiation to the pro-tumorigenic M2-like phenotype.

We propose that this M2-to-M1 shift in TAM polarization is mediated largely by Lov-induced downregulation of PlGF, a factor that drives TAM to the M2-like phenotype in tumors [30]. Since PlGF is also involved in aberrant tumor angiogenesis [34, 44], its downregulated expression in Lov-treated tumors might explain the improvement in perfusion and normalization of blood vessel structure. These changes in tumor vasculature indeed underlie the Lov-induced potentiation of the Doxo effect in Tg-neu tumors, as indicated by enhanced tumor parenchyma penetration by the cytotoxin. Based on these findings, we propose that improved vascular function and TAM bias away from the M2-like phenotype are mutual feedback processes, linked through PlGF downmodulation. Nevertheless, other Lov-induced changes in the tumor environment, including increased infiltration of immune effector cells, could contribute to tumor vessel normalization and the reprogramming of pro-tumorigenic TAM [45, 46].

An evident question is whether the Lov-induced changes in the inflammatory response are relevant to tumor biology. The combination of M1-biased TAM and the increase in T cell infiltration could be predicted to enhance antitumor immunity. The growth kinetics of established Tg-neu tumors was nonetheless unaltered by Lov administration, indicating that the effects are insufficient to overcome the immune editing induced by late-stage tumors. In contrast, Lov treatment effectively reduced the number of new spontaneous tumors in Tg-neu mice and inhibited N202.1A tumor growth in immunocompetent, but not in immunodeficient mice. We speculate that these alterations in immune system polarity have a protective function, which would explain the reduced tumor multiplicity in Lov-treated Tg-neu mice. A recent study associated statin use with improved progression-free survival in inflammatory breast cancer patients [47]. The role of statins in the prevention of human cancers is nevertheless debated [22, 48-50]. The partially protective effect of Lov on tumor onset in our murine model, suggests additional tumor mechanisms to bypass this preventive activity.

In summary, our findings indicate that statin treatment elicits a triple program that (1) improves vascular function, hence increasing the penetration of cytotoxic drugs into the tumor parenchyma, (2) enhances CD8^+^ T cell infiltration into the tumor, thus altering the effector:suppressor cell balance in the tumor stroma, and (3) re-educates TAM to an M1-like phenotype, which might rectify aberrant angiogenesis and create an environment prone to antitumor immunity rather than immune suppression. Our findings support the use of statins in cancer therapy, particularly in combination with immune-based strategies or drugs that induce immunogenic tumor cell death.

## MATERIALS AND METHODS

### Cell culture

N202.1A mammary cancer cells, derived from a Tg-neu tumor [51], were provided by Dr Vincenzo Bronte (Verona University, Italy) and cultured as described [29].

### Tumor induction and drug treatment

FVB/N-Tg(MMTVneu) 202Mul/J (Tg-neu) mice were from The Jackson Laboratory and Rag2^−/−^ FVB mice were described elsewhere [52]. Mammary tumors in Tg-neu mice were detected by weekly palpation, after which mice received a dose of Lov (10 mg/Kg, i.p.; Sigma-Aldrich) or Vhcl (5% ethanol) 3 times/week for 6 weeks (until killing). Where indicated, Lov treatment was combined with administration of doxorubicin (Doxo; 0.5 or 2.5 mg/Kg, 2 times/week, i.p.; Farmitalia Carlo Erba). N202.1A cells were inoculated s.c. in the right flank of the Tg-neu and Rag2^−/−^ mice (0.5 × 10^6^ cells); mice were treated with Lov or Vhcl from the day of cell injection, according to the schedule indicated above. Tumors were measured weekly (Tg-neu) or twice per week (N202.1A) with calipers and volume calculated (width^2^ × length/2). Live animal experiments were supervised by the CNB Ethics Committee, according to national and European Union guidelines.

### Apoptosis and proliferation analyses in mammary tumors

Cryopreserved tumor sections (10 µm) were acetone-fixed and stained with anti-phospho-histone H3 (#06-570; Millipore), followed by an amplification step with biotinylated secondary antibody and streptavidin-Cy3; 0.2% Triton X100 was included in all steps. For TUNEL, sequential tumor sections were fixed with 4% PFA (20°C) and stained with the MEBSTAIN Apoptosis kit II (MBL International).

### Hypoxia analyses

Necrotic areas were determined in sections (5 µm) from tumors fixed with neutral-buffered formalin (Sigma-Aldrich) before paraffin inclusion. Images of hematoxylin/eosin staining and autofluorescence, used for quantification (ImageJ, NIH), were acquired in a Leica (DM RB) microscope with a DP70 Olympus camera. Hypoxic areas were detected by injecting pimonidazole (Hypoxyprobe-1 Omni kit; Natural Pharmacia International) 30 min before killing mice by cervical dislocation, followed by staining with anti-pimonidazole antibody; hematoxylin was used to counterstain. Images were acquired as above, and quantified with Image-Pro Plus software. Tumor lactate levels were measured with the Lactate Colorimetric Assay kit (Abcam).

### Tumor perfusion and blood vessel parameters

Tumor-bearing mice were injected (i.v.) with FITC-lectin (100 µg; Vector Laboratories), killed after 10 min, and heart-perfused with 10% neutral-buffered formalin. Tumors were snap-frozen in tissue freezing medium (OCT; Jung) and 50 µm sections stained with anti-CD31 antibody (MEC13.3; BD Biosciences Pharmingen) and analyzed with a Radiance 2100 confocal system (BioRad) on an Axiovent 200 microscope (Zeiss). FITC-lectin^+^ and CD31^+^ vessels were determined with NIH-Image J software. Pericyte coverage was analyzed by staining with anti-CD31 and -nestin antibodies (ab6142; Abcam), and colocalization (Pearson's coefficient) determined with ImageJ (JACoP plug-in). Vessel number and area were quantified from anti-CD31-stained samples using ImageJ.

### Scanning electron microscopy (SEM)

Mice were perfused transcardially with heparinized saline (50 ml) and then with fixative (1% PFA, 1% glutaraldehyde in 0.1 M phosphate buffer; 100 ml) at a constant pressure of 120 mm Hg. Tumors were dissected out and immersed overnight in the same fixative (at 4% PFA, 4% glutaraldehyde). After several washes with PBS, each tumor was cut in half; one remained in the fixative mixture and the other was cryoprotected with 30% sucrose and frozen by immersion in dry ice-cooled isopentane. Frozen tumor pieces were fractured by striking a sharp blade placed on the specimen surface, then defrosted by immersion in chilled PBS. Frozen and non-frozen samples were postfixed in 1% osmium tetroxide in PBS (1 h), rinsed in distilled water, dehydrated in an acetone gradient, which was replaced with liquid carbon dioxide and completely evaporated by critical point drying. To enhance conductivity, samples were graphite-coated in a high vacuum evaporator and then gold-covered in a sputtering device. The vascular network was analyzed in a JEOL JSM 6400 scanning electron microscope.

### Doxorubicin quantification

Tumor extracts (100 mg) were homogenized in 0.5 ml PBS with daunorubicin (625 pmol) as internal standard. The homogenate (0.1 ml) was treated with 4 volumes of cold acetone and the mixture kept at −20°C for 150 min. After centrifugation of the precipitated proteins (16,000 *g*, 10 min), the organic solution was recovered and acetone evaporated under a nitrogen stream. The resulting residue was dissolved in the mobile phase (0.2 ml) and injected (0.1 ml) into an HPLC (Waters 2690 Alliance System) coupled to a Waters 2475 fluorescence detector (480 nm (excitation) and 560 nm (emission) wavelengths). Empower Software (Waters Corporation) was used for instrument control and data acquisition and processing. Molecules were separated on a C18 reverse-phase column (Kromasil 100 C18 15 x 0.4 cm, 0.5 µm; Teknokroma), with a 22:78 acetonitrile:water mixture, both containing 0.2% formic acid and 0.2% ammonium formate, as the mobile phase. Chromatographic areas corresponding to Doxo were compared to those of daunorubicin, and amounts were calculated from a calibration curve constructed by mixing different Doxo amounts (5, 10, 20, 40 and 80 pmol) with a fixed quantity of daunorubicin (40 pmol).

### Microarray analyses

Total RNA was obtained from Lov- and Vhcl-treated Tg-neu tumors (*n* = 5/treatment) using Tri-Reagent (Sigma-Aldrich) and further cleaned using RNeasy (Qiagen). RNA quality was confirmed by electropherogram analysis (Agilent 2100 Bioanalyzer). cDNA was synthesized from 4 µg total RNA using One-Cycle Target Labeling and Control Reagents (Affymetrix) to produce biotin-labeled cRNA. cRNA preparations (10 µg) were fragmented (94°C, 35 min) into 35- to 200-base fragments. Fragmented, biotin-labeled cRNA (10 µg) was hybridized to the Affymetrix Mouse Genome 430 2.0 GeneChip array containing 39,000 transcript variants from 34,000 well-characterized mouse genes. Each sample was added to a hybridization solution containing 100 mM 2-(N-morpholino)ethanesulfonic acid, 1 M Na^+^, and 20 mM EDTA with 0.01% Tween-20, to a final cRNA concentration of 0.05 µg/ml. After hybridization (16 h, 45°C), each microarray was washed and stained with streptavidin-phycoerythrin in a Fluidics station 450 (Affymetrix) and scanned at 1.56 µm resolution in a GeneChip Scanner 3000 7G System (Affymetrix).

Raw intensity values were summarized and normalized by the Robust Multi-array Analysis (RMA) algorithm [53]. After data processing, each probe was tested for expression changes over replicates using empirical Bayes moderated t-statistics [54]. To control the false discovery rate (FDR), p-values were corrected using the Benjamini-Hochberg method [55]. The FIESTA viewer (http://bioinfogp.cnb.csic.es/tools/FIESTA), developed by J.C. Oliveros (CNB Bioinformatics Core Facility), was used to visualize all microarray results and to evaluate the numerical thresholds applied for selecting differentially expressed genes. Original archives and normalized intensity values are deposited in the Gene Expression Omnibus database (NCBI-GEO; Acc. Code GSE42787, http://www.ncbi.nlm.nih.gov/geo/). Functional analyses of biological processes were determined by Genecodis, which indicates the significantly enriched gene ontology terms in the list of gene targets [56, 57].

### Quantitative PCR

Cell populations from tumors were purified as described [58]. Total RNA from total tumor samples or tumor cell fractions was extracted with Tri-Reagent or with the Easy RNA kit (Qiagen, when recovered cells ≤5 × 10^5^) and used to synthesize the first cDNA strand (High-capacity cDNA Archive Kit, Applied Biosystems) using random primers. Genes selected from the microarray analysis, and VEGF, cytokines, chemokines, and specific TAM markers were quantified by qRT-PCR in an ABI PRISM 7900HT System (Applied Biosystems) using a SYBR Green-based reaction mix (FluoCycle; EuroClone); β-actin amplification was used to normalize cDNA in each sample and to calculate ∆C_t_ values. Unless otherwise indicated, relative quantity (Rq) for each gene was calculated as 2^−∆∆Ct^ relative to the sample with the lowest expression.

### ELISA

PlGF levels were determined in RIPA (50 mM Tris-HCl, pH 8.0, with 150 mM NaCl, 1 mM EDTA, 1% NP40, 0.5% Na-deoxycholate, 0.1% SDS) tumor extracts with the mouse PlGF-2 immunoassay (R&D Systems).

### Determination of leukocyte infiltration and TAM polarization

Leukocyte infiltration was analyzed in Tg-neu tumors digested (90 min, 37°C) with collagenase P (1 mg/ml; Roche) and DNase I (100 µg/ml, Roche); cell suspensions were filtered through a 30 µm cell strainer and stained with anti-CD45 (clone I3/2.3), -CD19 (1D3), -Mac3, (M3/84), -NK1.1 (PK136) (BD Pharmingen), -CD3 (145-2C11), -CD8 (53-6.7), -CD11b (M1/70), -CD11c (N418) (eBioscience), -CD4 (GK1.5) and -Gr1 (RB6-8C5) (Beckman Coulter) and analyzed by FACS (Cytomics FC500, Beckman Coulter).

Immunohistochemistry was carried out in acetone-fixed, cryopreserved tumor sections (10 µm) stained with anti-CD3 (Dako), -CD11b (M1/70, Beckman Coulter), -F4/80 (BM8, eBioscience) and -CD206 (MR5D3, Serotec), followed by appropriate secondary antibodies or streptavidin-Cy3 (Jackson ImmunoResearch). Cells were counted and staining area determined with Image J. TAM polarization was quantified as the percentage of CD206^+^-stained area relative to that of F4/80^+^.

### Statistical analysis

Data represent mean ± SEM of replicate values from independent experiments. Statistical significance was calculated with the two-tailed Student's *t*-test or Mann-Whitney test for comparison between two groups. One-way ANOVA with Dunnett post-hoc tests was used for multiple comparisons. Differences were considered statistically significant when p <0.05.

## Supplementary Tables

# Supplementary material for: A lovastatin-elicited genetic program inhibits M2 macrophage polarization and enhances T cell infiltration into spontaneous mouse mammary tumors
**Source:** Oncotarget. 2013 Oct 26;4(12):2288–301. doi: 10.18632/oncotarget.1376
**Supplement:** Supplementary file 1

*Suppl. Table S1****: Genes upregulated in Tg-neu tumors after lovastatin treatement***

| **Probe ID** | **Gene Symbol** | **Fold of variation (AFFYMETRIX)** | **p-VAL** | **Fold of variation (RT-qPCR)** |
| --- | --- | --- | --- | --- |
| 1452893_s_at | 1110065P19Rik | +3.37 | 0.00883930 |  |
| 1428739_at | 2310040A07Rik | +2.96 | 0.00960771 |  |
| 1453456_at | 2900084O13Rik | +2.04 | 0.01848227 |  |
| 1457671_at | 9330120H11Rik | +2.13 | 0.00487482 |  |
| 1455338_at | A4galt | +2.01 | 0.01611295 |  |
| 1434450_s_at | Adrbk2 | +2.55 | 0.00570424 | **n.d.** |
| 1451528_at | BC025833 | +2.28 | 0.01880700 |  |
| 1436789_at | Ccnjl | +2.63 | 0.00942679 |  |
| 1417649_at | Cdkn1c | +3.02 | 0.01218819 | +3.53 |
| 1444318_at | Chchd7 | +2.19 | 0.00310487 |  |
| 1425400_a_at | Cited4 | +2.16 | 0.01646017 | +2.23 |
| 1456877_at | Duox1 | +2.14 | 0.01192997 | **n.d.** |
| 1448507_at | Efhd1 | +5.29 | 0.01176520 |  |
| 1418569_at | Fblim1 | +2.22 | 0.00649830 |  |
| 1427443_at | Igkv14-111 | +2.17 | 0.00188028 |  |
| 1442368_at | Kctd12b | +2.42 | 0.01312430 |  |
| 1425078_x_at | LOC620078 | +2.94 | 0.01014131 |  |
| 1418061_at | Ltbp2 | +2.10 | 0.01061443 |  |
| 1419127_at | Npy | +12.58 | 0.00003405 | +12.56 |
| 1417526_at | Pcbp3 | +2.23 | 0.00478482 |  |
| 1452398_at | Plce1 | +2.32 | 0.00628965 |  |
| 1449876_at | Prkg1 | +2.45 | 0.01325143 |  |
| 1428268_at | Psd2 | +2.96 | 0.00005402 |  |
| 1455359_at | Ptpn14 | +2.22 | 0.01009810 |  |
| 1451362_at | Rab7l1 | +2.26 | 0.00177939 |  |
| 1424256_at | Rdh12 | +5.77 | 0.00676982 | +3.91 |
| 1440523_at | Rdhe2 | +2.25 | 0.01861623 |  |
| 1443832_s_at | Sdpr | +2.26 | 0.00851791 |  |
| 1455506_at | Slc25a34 | +2.25 | 0.01219438 |  |
| 1428642_at | Slc35d3 | +3.93 | 0.00158635 |  |
| 1418706_at | Slc38a3 | +2.14 | 0.01906393 |  |
| 1460129_at | Slc6a2 | +15.35 | 0.00083798 | +10.68 |
| 1417633_at | Sod3 | +3.08 | 0.01821658 | +2.90 |
| 1430567_at | Spink5 | +2.56 | 0.01232634 |  |
| 1423707_at | Tmem50b | +2.74 | 0.00022938 |  |
| 1419063_at | Ugt8a | +2.16 | 0.00361589 |  |
| 1420955_at | Vsnl1 | +2.65 | 0.00312430 |  |
| 1425098_at | Zfp106 | +2.03 | 0.00058966 |  |
| 1449314_at | Zfpm2 | +2.14 | 0.00506179 |  |

n.d., non-detected

***Suppl. Table S2: Genes downregulated in Tg-neu tumors after lovastatin treatement***

n.d., non-detected

How the deposited data were processed for this re-analysis (not part of the article)

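RNA from 10 mouse mammary tumors, 5 from Vhcl-treated and 5 from Lov-treated mice, had been measured on 1 Affymetrix mouse whole-genome array per tumor. The authors made the deposited log2 signals by Robust Multi-array Analysis with the affy package, as the submitters' processing notes state, with no version given in the sources used here. The signals carry 2 decimals and no further scaling was applied. The arrays have no sequencing depth, and the precision of each value is given by the spread between tumors.

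Each p-value of a single gene or of an exact permutation test measures the spread between these tumors. Their labels describe 5 mice per group without tying each tumor to a mouse of its own. A camera p-value with the preset correlation compares the genes of a list with the other genes. It rests on an assumed correlation of 0.01 and does not measure that spread. Groups, dose and schedule were taken from the sample labels and the methods.

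The comparison of Lov with Vhcl was fitted with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes moderation with default settings, prior degrees of freedom 3.61). The 64 control probe sets were left out because they serve as array controls, and the remaining 45037 were tested 2-sided with Benjamini-Hochberg adjustment over all of them. Counts were made at a 2-fold difference with an unadjusted p under 0.02 or 0.002, and at an FDR of 0.25 and 0.05. The standard error of a log2 difference is the moderated one. Exact permutation tests enumerated all 252 assignments of 5 of the 10 tumors to Lov. Adjusted p-values are limma's unless another test is named.

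Of the tested probe sets, 34945 carried 1 gene symbol, 932 several and 9160 none, and 34741 of the first matched a gene of the mouse gene table (assembly GRCm38.p6, used for names alone, since no source names a build for the arrays). They stood for 18193 genes. For genes of Tables S1 and S2 the probe set printed there was used, except as a list member. Of the 88 probe sets printed there, 79 carried 1 gene symbol (77 genes), 5 several and 4 none. Single genes were named by fixed rules: genes that the paper's text discusses, genes of Tables S1 and S2 that were tested by qRT-PCR or belong to a list, probe sets past 2-fold without overlap between the groups, the lowest p-values in each direction, and the members of each list with the lowest p-values. The values printed in Tables S1 and S2 had been seen when those rules were set.

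In total, 36 gene lists for pathways, cell types and neighboring tissues were fixed before the data were examined, as were the main tests and most of the alternatives to them. Each gene was represented by its probe set of highest mean signal. The lists were tested with limma's camera (preset correlation 0.01), with an estimated correlation, with fry, and by an exact permutation test of the mean standardized score per tumor, each adjusted over the 36 lists. The lists are unequal in size and share members, so their p-values depend on one another.

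The alternatives set beforehand were a trended, robust prior, array weights, Student's t-test without moderation (named in the paper's statistics for 2 groups, while its arrays were tested with moderated statistics), centering of the arrays, a further quantile normalization, the tumor ID prefix as a covariate, the mean of all probe sets of a gene, lists without the genes of Tables S1 and S2, probe sets or genes with a mean signal above the median, probe sets whose names do not mark them as shared between transcripts, a ratio of linear means in place of the log2 difference, counts of distinct genes, and leaving out each tumor in turn. Alternatives chosen after seeing the data were leaving out Lov A19 and Vhcl AB11 together, the beta-actin 3' minus 5' signal as a covariate, and 1 probe set per gene. For the counts, 100 splits of the tumors into 5 and 5 were drawn at random from the distinct ones, the real split included.

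The procedure was tested on simulated data. Of 100 probe sets changed 2-fold, 53% were recovered at a 2-fold difference with p under 0.02 and 73% at an FDR of 0.05. Of 100 changed 4-fold, 99% and 97% were recovered. Among 44837 unchanged probe sets, 21 and 16 were called. The hypoxia list, shifted by -0.5, was called, and 0 of the other 35 lists were, although some of them share genes with it. The simulation does not settle the list calls on the real arrays. There, 0 lists were called with an estimated correlation, and 34 of 100 splits of the tumors gave as many as 11 called lists. Gene ontology enrichment was not repeated because no ontology table was used. The qRT-PCR, flow cytometry, imaging and histology results have no deposited values and were left out. The result of 1 gene is withheld from the text and from the test for tumors set apart.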

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

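All tests of explanations in this part, with the exchange of tumors and the beta-actin covariate, were chosen after the data had been seen, and what RNA quality would show was written before its own result. Hypoxia-inducible genes were lower in the Lov-treated tumors other than Lov A19, and Lov A19 stood apart on the first principal component (gap of 0.719 of the group's range, with a limit of 0.71 for 5 samples). Part of each list was placed on a scale from 0, the Vhcl mean, to 1, the Lov mean of the other 8 tumors. The median of 23 hypoxia genes lay at -0.02 in Lov A19 and 0.48 in Vhcl AB11, and that of 23 interferon-stimulated genes at 0.67 and 0.40. The median of 12 glycolysis genes lay at 0.15 and 0.52. Vhcl A45 and A54, placed in the same way, lay at 0.22 and 0.25, so Lov A19 was within the Vhcl range there. Over 136 higher and 196 lower probe sets called among the other 8 tumors, Lov A19 lay at 0.40 and 0.34. Vhcl AB11 lay at 0.72 and 0.73. Placed in the same way, Vhcl A54 lay at 0.72 and 0.61, Vhcl A45 at 0.36 and 0.55, and Vhcl A49 and A59 at 0.13 or lower. The lowest of the other Lov-treated tumors lay at 0.75 and 0.68. An exchange of the labels of Lov A19 and Vhcl AB11 cannot be told apart from tumors that differ within their groups. Exchanging them raised the probe sets past 2-fold at p under 0.02 from 116 to 255 (219 in the highest of the other 24 single exchanges) and those at an FDR of 0.25 from 0 by limma to 639, although 2 splits without this exchange gave 1044 and 2726. Npy (10.63 in Lov A19, 7.62 in Vhcl AB11), Ifit3 (6.74, 8.00) and Srebf1 (12.63, 12.11) place both tumors with their labels, but were picked for separating the groups under these labels. The interferon-stimulated genes of Vhcl AB11 lay below those of the other Lov-treated tumors (lowest 0.70), but those of Lov A19 lay beside those of Vhcl A45 (0.66), and 4 other tumors per group are too few to exclude either place. RNA quality as the whole cause is argued against by a median of -0.43 for the hypoxia list with the beta-actin 3' minus 5' signal as a covariate, 82.3% of -0.53. A wrong label of Lov A19 alone (0.67) and a weaker response of that tumor to the drug may each remain as well.

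Salivary gland transcripts were lower in Lov-treated tumors (24 genes, median -0.62; camera, adjusted p = 0.00226), a list that holds 3 genes of Table S2 and that lost its call without them (0.0636), among genes of a mean signal above the median (0.411) and with an estimated correlation (0.422). In Vhcl AB11, Amy1 (13.34), Cst10 (13.45), Pip (12.00) and Dnase1 (12.97) were near the top of the array's range, and 10 of the 21 members outside Table S2 lay more than 1 above the Lov median, so salivary tissue in that tumor is a candidate source. The median of these members was 0.26 above the Lov tumors and the upper quartile 8.30: the list pools genes of different glands, some at the floor of the array and some expressed in the tumors, so a low median does not argue against it and the origin cannot be told apart from tumor expression. In Vhcl A45, A49 and A54 the highest of the 3 medians was 0.12 (0.16 with the genes of Table S2), which decides nothing for the same reason: Prol1, a salivary secretory protein, was 3.31, 5.88 and 2.86 above, Dcpp1 3.47, 1.70 and 0.08 above, and 4, 1 and 0 members outside Table S2 lay more than 1 above, with Cst10 at 8.96 in Vhcl A45. The signal was not confined to these tumors: 5 members lay more than 1 above in Vhcl A59, and 4 in Lov A19, where Prol1 was 3.92 above. No biological explanation was tested.

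Npy and Slc6a2, both of sympathetic neurons, were the largest differences toward Lov, and the list that holds them was higher (21 genes, median 0.11; camera, adjusted p = 0.0171; 0.444 with an estimated correlation, 0.467 without Lov AB10, 0.165 with the mean of all probe sets). Nerve tissue would bring its other transcripts too, but the other 19 members had a median of 0.10 (0.098; quartiles -0.049 to 0.132), and 17 of them had mean signals under 6, with a highest Lov mean of 6.47, which argues against it. Without the genes of Tables S1 and S2 the list had an adjusted p of 0.289. Expression of Npy and Slc6a2 by tumor or stromal cells may explain it, which the arrays of whole tumors do not test.

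Signals in genes that the paper does not discuss were lower for skeletal muscle (15 genes, median -0.84; adjusted p = 0.00269; 0.708 with an estimated correlation). That call was lost without Vhcl A54 (0.282) or Vhcl A59 (0.149), with the beta-actin covariate (0.494) and among genes of a mean signal above the median (0.0644). Signals were also lower for proliferation genes (median -0.31; 5.36e-06, 0.674 with an estimated correlation), a process that the paper assessed by phosphohistone H3 staining. The interferon-gamma and antigen presentation list had a median of -0.072 (0.00750, 0.708 with an estimated correlation, 0.732 without Vhcl A49).

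A gap of more than 0.71 of the range set 1 tumor of a group apart in 35 of the 462 groups of 5 tested (23.1 by chance, about 1 in 20), over probe sets of named genes, 36 list scores and the array measures. Lov A19 stood apart as highest in Pgf (0.763), Cdkn1a (0.872), Cst10 (0.883), Dcpp1 (0.874), Vwf (0.728) and the scores of angiogenic factors (0.829) and endothelial cells (0.810), and as lowest in Cited4 (0.783), Plin2 (0.729), Sod3 (0.759) and Srebf2 (0.731). Lov A55 was highest in Ccl24 (0.743), Myh1 (0.734), Sdf2l1 (0.800), Tnnc2 (0.811), Tnnt3 (0.927) and the skeletal muscle score (0.842), and lowest in Elane (0.911). Lov AB10 was highest in Hsd17b7 (0.782) and the sympathetic score (0.729), and lowest in Notch3 (0.789), the oxidative stress score (0.759) and the mean correlation with the other arrays (0.800). Lov A48 was highest in Edn1 (0.714), Flg (0.959) and Thbs1 (0.734), and Lov A50 lowest in Cd5 (0.776), Krt14 (0.811) and the M2 macrophage score (0.815). Among Vhcl-treated tumors, A45 was highest in Bbc3 (0.724), AB11 lowest in Chil1 (0.726) and highest in Ms4a1 (0.774), A54 highest in Chil3 (0.730), and A49 highest in the macrophage score (0.862).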

How the results depend on the processing

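The settings without Lov A19 and Vhcl AB11, with the beta-actin 3' minus 5' signal as a covariate and with 1 probe set per gene were chosen after seeing the result, and the others were set beforehand. The shift of interferon-stimulated and hypoxia-inducible genes toward lower signal kept an adjusted p under 0.05 by camera with each tumor left out, but no list passed when the correlation between genes was estimated, by fry or by exact permutation. Of 192 probe sets of named genes, 55 passed a 2-fold difference at p under 0.02, and 26 of these no longer passed with Student's t-test, 22 with the beta-actin covariate, 12 with the mean of all probe sets (188 compared), 8 with a trended, robust prior, 7 with array weights, 2 with the prefix covariate, and 1 each with centering and with quantile normalization. Leaving out 1 tumor ended 24 of the 55 (Vhcl A59), 23 (Lov A55), 22 (Lov AB10), 18 (Vhcl A49 or Lov A50), 13 (Lov A48), 12 (Vhcl A45), 6 (Vhcl A54), 5 (Vhcl AB11) and 3 (Lov A19). None of them reversed in these settings or with a tumor left out. No paired analysis was possible because the groups share no replicate numbers. For the changes between settings listed here, the cause was not tested.

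The count of probe sets higher at 2-fold and p under 0.02 (49) was 19 with Student's t-test, 29 with 1 probe set per gene and 136 without Lov A19 and Vhcl AB11. Leaving out 1 tumor gave 21 (Vhcl A59) to 97 (Vhcl AB11), with 87 without Vhcl A54, 90 without Lov A19, 30 without Lov A50 and 24 without Lov A55. The count lower at these thresholds (67) was 29 with the t-test and 196 without both tumors, with a range of 32 (Lov AB10) to 127 (Vhcl AB11), 39 without Vhcl A59 and 116 without Lov A19. At p under 0.002 the higher count (10) was 3 with the t-test, 6 with 1 probe set per gene and 68 without both tumors, with a range of 3 (Vhcl A59) to 41 (Vhcl AB11), 20 without Lov A19 and 5 without Lov A48 or Lov A55. The lower count (18) was 5 with the t-test, 29 with the prefix covariate and 92 without both tumors, with a range of 8 (Lov A55) to 51 (Lov A19), 45 without Vhcl AB11, 10 without Vhcl A59 and 11 without Lov AB10. At an FDR of 0.25 limma and Student's t-test gave 0 probe sets, against 2379 by limma at an unadjusted p under 0.05. The count was 6 with a trended, robust prior, 17 with the prefix covariate, 5 among probe sets of a mean signal above the median, 7 with 1 probe set per gene and 327 without both tumors. Single tumors left out gave 0 to 38 (Lov A19), with 31 without Vhcl AB11 and 1 without Vhcl A54. At an FDR of 0.05 the count was 0, 4 without both tumors, and 0 to 1 (Vhcl A54) with 1 tumor left out.

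The log2 difference of Pgf (-1.46) was -1.46 with Student's t-test and -1.18 with the beta-actin covariate, in both cases with an unadjusted p above 0.02 (0.0216 and 0.0247), and ranged from -1.89 to -1.23 with 1 tumor left out.

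For hypoxia-inducible genes (adjusted p = 8.70e-18 by camera) an estimated correlation gave 0.322, fry 0.293 and exact permutation 0.357, with 6.67e-29 to 1.20e-12 over tumors left out. Glycolysis (2.69e-08) gave 0.115, 0.0512 and 0.143, with 6.85e-09 to 1.26e-06. Interferon-stimulated genes (7.06e-32) gave 0.115, 0.0512 and 0.143, with 4.01e-40 to 3.25e-25. Acute-phase genes (1.32e-09) gave 0.413, 0.369 and 0.429, with 2.62e-14 to 1.04e-06. Oxidative stress genes (0.00132) gave 0.413, 0.369 and 0.357, with 0.000332 to 0.0383. Chemokines (0.0246) gave 0.422, 0.476 and 0.429, and 0.402 with the beta-actin covariate, with 0.00492 to 0.119 over tumors left out and no call without Vhcl A49 (0.0501), Vhcl A54 (0.0734), Vhcl AB11 (0.0605), Lov A48 (0.0626) or Lov A50 (0.119). Angiogenic factors (0.320) passed without Lov A19 and Vhcl AB11 (0.0113) and without Lov A19 alone (0.00493), the lower end of a range that reached 0.891.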

Differences from the paper's values

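All alternatives compared here were set before the data were examined. The paper states 39 upregulated genes at a 2-fold difference and p under 0.002, and 10 probe sets passed these thresholds here. Of the alternatives, only leaving out Vhcl AB11 (41) came within 1.5-fold of the paper's number. The others did not: the trended, robust prior, array weights, Student's t-test, centering, quantile normalization, the prefix covariate, probe sets of a mean signal above the median, probe sets not marked as shared between transcripts, the ratio of linear means, distinct genes (8) and each other tumor left out. The paper states 49 downregulated genes at these thresholds, and 18 probe sets passed here. Leaving out Vhcl AB11 (45) or Lov A19 (51) came within 1.5-fold of the paper's number, and the other alternatives did not (12 distinct genes). At p under 0.02, which the p-values printed in Tables S1 and S2 stay under, 49 probe sets were higher and 67 lower (37 and 49 distinct genes), within 1.5-fold of the paper's 39 and 49. With all 10 tumors, the 88 probe sets of these tables all passed p under 0.02, and 21 passed 0.002. Their log2 differences lay within 0.008 of the tables', which argues against a tumor left out of the paper's lists.

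The paper names Chi3l3 (Ym1) among its downregulated genes. Chil3, the current symbol of that gene, had a log2 difference of -0.15 (standard error 0.13), while Chil1 (Chi3l1), which Table S2 lists, had -2.09 (standard error 0.57). Chil3 lay near the lowest signal of an array (3.09 with Vhcl and 2.94 with Lov, against 2.17 to 2.25). Its probe set had little room to show a decrease, so it cannot decide whether Chil3 was lowered. The paper counts positive regulators of angiogenesis among the lowered processes. The list of angiogenic factors and receptors did not pass (camera, adjusted p = 0.320), with 14 members negative and 14 positive. This list is not the paper's ontology term, since it also holds receptors and the inhibitor Thbs1. It was tested in another way too, so it cannot decide whether that process was lowered. Pgf (-1.46), Thbs1 (-0.39) and Flt1 (-0.39) were lower at an unadjusted p under 0.05, and the list passed without Lov A19 (0.00493). The paper finds no chemokine regulated by Lov in whole tumors. Likewise 0 of 35 chemokines passed 2-fold at p under 0.02 here by limma, while 3 were lower at an unadjusted p under 0.05 and the list as a whole was lower by camera (adjusted p = 0.0246), though not with an estimated correlation (0.422).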

Other observations

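The settings without Lov A19 and Vhcl AB11 and with the beta-actin covariate, and the comparison with other splits of the tumors, were chosen after the results were seen, and the list tests and leave-outs were set before. Sterol synthesis genes, which cells induce when the mevalonate pathway is inhibited, showed no shift in Lov-treated tumors (21 genes, median log2 difference 0.04; camera, adjusted p = 0.747). Within it, Insig1, which retains SREBP in the endoplasmic reticulum, differed by 0.57 (standard error 0.46). Srebf1, the lipogenic SREBP, was higher in all 5 Lov-treated tumors than in any Vhcl-treated tumor (12.85 ± 0.14 against 12.10 ± 0.23, SD, n = 5; log2 difference 0.76, standard error 0.12; exact permutation test, 2-sided p = 0.00794, the smallest possible; limma, adjusted p = 0.377). Of 10 endothelial genes known to respond to statins, 2 were higher at an unadjusted p under 0.05, the flow-responsive factor Klf2 (0.33, standard error 0.14) and endothelin Edn1 (0.41, standard error 0.18), and the list did not shift (adjusted p = 0.635). The list does not state in which direction each gene responds. A test for a common shift thus cannot decide whether these genes responded, and a higher signal is not by itself a matching response.

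For the 28 genes that the paper tested by qRT-PCR in other tumors, array folds ran from 2.08 to 24.8, and those with a qRT-PCR fold had its direction in 6 of 6 genes of Table S1 and 19 of 19 of Table S2. Among the genes with a qRT-PCR fold, the array fold of 21 lay within 1.5 times of it. The rest were Cyp2f2, a cytochrome P450 (array fold 2.57), the probe set listed as Clca1 (11.96), Mmp13 (2.25) and Mx1 (2.51). Each of these had a larger qRT-PCR fold in the paper. Ifit1, Ifit3, Rsad2, Npy and Ndrg1 separated the groups completely, 5 of 28 where chance gives 0.794%, but the 28 had been chosen on these tumors. None of the 28 passed limma's test over all probe sets (adjusted p 0.370 to 0.928).

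Vegfa, which encodes VEGF, had log2 signals of 7.89 ± 0.31 with Vhcl and 7.55 ± 0.41 with Lov (SD, n = 5; log2 difference -0.34, standard error 0.20; exact permutation test, 2-sided p = 0.167). As for Pgf, 4 Lov-treated tumors (7.24 to 7.55) lay below all Vhcl-treated tumors (7.65 to 8.23), and Lov A19 lay at 8.25. Markers of endothelial cells (camera, adjusted p = 0.796) and of pericytes and smooth muscle (0.541) did not shift, and Nes, an intermediate filament protein, was higher in the latter list at an unadjusted p under 0.05 (1.08, standard error 0.41).

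Markers of M1 macrophages did not shift (median 0.11; adjusted p = 0.290), nor did markers of macrophages at large (adjusted p = 0.162). In the list of macrophages at large, Lgals3 (galectin 3, -1.82, standard error 0.60), Cd14 (an endotoxin co-receptor, -1.38), Itgam (-0.34) and Fcgr1 (-0.34) were lower and Csf1r (the receptor of CSF-1, 0.43) higher at an unadjusted p under 0.05. That list passed without Lov A19 (0.00649) and without Lov A48 (0.0146). The cytokine genes Tnf (0.10), Il1b (0.11), Il12b (0.05) and Il10 (0.07) differed by less than their standard errors, and Ifng by 0.12 (standard error 0.12). Il10 (2.72 with Vhcl, 2.79 with Lov) and Ifng (3.18, 3.30) lay near the lowest signal of an array, 2.17 to 2.25. For both genes the comparison thus cannot decide whether they changed. T cell markers did not shift (0.320), although Cd3g, a chain of the T cell receptor complex, was 0.51 higher (standard error 0.17), and the list passed without Vhcl AB11 (0.0402). Foxp3 differed by 0.01 (standard error 0.12). Its signal was also low (3.46 with Vhcl, 3.47 with Lov), so the comparison cannot decide whether Foxp3 changed. The regulatory T cell list had an adjusted p of 0.908. No shift was found for NK cells (0.727; median -0.06, mean 0.04, direction higher), where Klrd1 (0.41) and Prf1 (perforin, 0.27) were higher and Fasl (-0.25) lower at an unadjusted p under 0.05, for dendritic cells (0.719), for B and plasma cells (0.860) or for mast cells (0.492). Granulocyte markers missed the threshold (0.0694), with S100a9 at -0.33, and passed without Vhcl AB11 (0.0402), Lov A19 (0.0434) or Lov AB10 (0.017). Lymph node stroma (0.0862) passed without Vhcl A45 (0.0143) or Lov AB10 (0.0196).

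Proliferation genes were lower by camera (Mki67, -0.63, standard error 0.25; Ccnb2, the mitotic cyclin B2, -0.63, standard error 0.24; Top2a, -0.43, standard error 0.19), with 22 of 23 negative, but the list was not called with an estimated correlation (adjusted p = 0.674), and 0 passed when adjusted over the list alone. The mean standardized score of the list lay between -0.46 and 1.58 in Vhcl-treated and between -1.15 and 0.51 in Lov-treated tumors. By phosphohistone H3 staining, the paper notes a slight drop of proliferating cells with Lov that was not significant. Cell death and p53 targets had an adjusted p of 0.0554, with Gadd45a (-0.85), Ccng1 (-0.46) and the cell cycle inhibitor Cdkn1a (-1.38) lower at an unadjusted p under 0.05, and passed without Vhcl A45 (0.0340), Vhcl AB11 (0.0402), Lov A19 (0.0259), Lov A48 (0.0273) or Lov A55 (0.0381). The unfolded protein response went both ways (0.992; median 0.03, mean -0.00, direction higher), with the chaperone cofactor Sdf2l1 (0.53) higher and Chac1 (-0.59), a target of the ATF4 branch, lower. Matrix remodelling genes (0.201) included the lower Tnc (tenascin C, -1.51, standard error 0.51) and Mmp13 (collagenase 3, -1.17, standard error 0.37), and passed without Lov A19 (0.0207).

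Fibroblast markers (0.163) passed without Vhcl A45 (0.0487), Vhcl AB11 (0.0402), Lov A19 (0.0227) or Lov A48 (0.00458). Adipocyte markers (0.0694) passed without Vhcl A45 (0.0428), Vhcl A49 (0.0354), Lov A19 (0.0427) or Lov A55 (0.0262) and with the mean of all probe sets (0.0261). Milk and secretory genes (0.0694) went both ways, with the milk protein Lalba 0.94 higher and Cidea, a lipid droplet protein, lower (-0.86), and passed without Vhcl A45 (0.00209), Vhcl A54 (0.0461), Vhcl AB11 (0.0152), Lov A19 (0.0427) or Lov A48 (0.0420). Luminal markers (0.419), basal markers (0.877; median -0.00, mean 0.07, direction higher) and skin and hair follicle genes (0.922; median -0.02, mean 0.08, direction higher) did not shift.

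The counts of probe sets were compared with those of 100 splits of the tumors into 5 and 5. For probe sets higher at p under 0.02, 8 splits gave a count as large as the real 49 (highest other 104), and for probe sets lower, 5 gave one as large as 67 (highest other 155, with the labels of Lov A19 and Vhcl AB11 exchanged). At p under 0.002, 8 gave as many as 10 (highest other 55) and 6 as many as 18 (highest other 81), both highest counts with that exchange. For gene lists, 34 gave as many as 11 (highest other 21). Chance is thus excluded for none of these 5 counts, but all distinct splits had been looked at before these 100 were drawn, and the 5 for lower probe sets lies on the limit, so another draw could fall on either side of it. At an FDR of 0.25 and of 0.05 the real count by limma was 0 (2379 at an unadjusted p under 0.05), which all 100 splits must reach, so the comparison says nothing about chance there, and the highest other counts were 2726 and 41. The split that gave 2726 sets Vhcl A45 and A49 with Lov A48, A50 and A55. The beta-actin 3' minus 5' signal, which grows as RNA degrades, was 0.67 to 0.83 in these tumors and 0.99 to 1.35 in the others. This split thus goes with that measure of RNA quality, although the same measure of Gapdh overlapped (0.16 to 0.31 against 0.29 to 0.57). Whether RNA quality is the cause was not tested. The split was picked as the highest, and no test of such a maximum was made.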
